# Mitochondrial hormesis links low-dose arsenite exposure to lifespan extension

**DOI:** 10.1111/acel.12076

**Published:** 2013-05-06

**Authors:** Sebastian Schmeisser, Kathrin Schmeisser, Sandra Weimer, Marco Groth, Steffen Priebe, Eugen Fazius, Doreen Kuhlow, Denis Pick, Jürgen W Einax, Reinhard Guthke, Matthias Platzer, Kim Zarse, Michael Ristow

**Keywords:** arsenite, *Caenorhabditis elegans*, hormesis, lifespan, mitochondria, mitohormesis, oxidative stress, reactive oxygen species, ROS, toxicology

## Abstract

Arsenite is one of the most toxic chemical substances known and is assumed to exert detrimental effects on viability even at lowest concentrations. By contrast and unlike higher concentrations, we here find that exposure to low-dose arsenite promotes growth of cultured mammalian cells. In the nematode *C. elegans*, low-dose arsenite promotes resistance against thermal and chemical stressors and extends lifespan of this metazoan, whereas higher concentrations reduce longevity. While arsenite causes a transient increase in reactive oxygen species (ROS) levels in *C. elegans*, co-exposure to ROS scavengers prevents the lifespan-extending capabilities of arsenite, indicating that transiently increased ROS levels act as transducers of arsenite effects on lifespan, a process known as mitohormesis. This requires two transcription factors, namely DAF-16 and SKN-1, which employ the metallothionein MTL-2 as well as the mitochondrial transporter TIN-9.1 to extend lifespan. Taken together, low-dose arsenite extends lifespan, providing evidence for nonlinear dose-response characteristics of toxin-mediated stress resistance and longevity in a multicellular organism.

## Introduction

Arsenic is a ubiquitous metalloid derived from natural and anthropogenic sources that occurs in inorganic as well as organic forms. The major inorganic forms of arsenic (As) include trivalent meta-arsenite (As^3+^, ‘arsenite’) and pentavalent arsenate (As^5+^) (World-Health-Organisation, 2004). Trivalent arsenic is known to be more toxic than the pentavalent form (World-Health-Organisation, 2004).

There is a general scientific consensus that arsenite is acting as a toxin even at lowest concentrations (World-Health-Organisation, 2004), implicating linear dose-response characteristics. In particular, arsenite has been linked to promotion of a number of metabolic diseases, including not only diabetes, cardiovascular and neurodegenerative disorders, but also various cancers (World-Health-Organisation, 2004). The most significant source of exposure is contaminated drinking water (World-Health-Organisation, 2004). The underlying mechanisms for arsenite-induced diseases have been extensively studied but nevertheless appear to lack a common denominator. Exposure to arsenite has been repeatedly affiliated to impaired DNA repair, alterations in DNA methylation status, impaired mitochondrial integrity, and increased levels of oxidative stress (Flora, 2012).

Despite their toxic nature, arsenite-containing agents have been in medicinal use for several millennia (Waxman & Anderson, 2001) and are currently being used in traditional Chinese as well as homeopathic medicine (Kerr & Saryan, 1986; Thomas & Troncy, 2009) the latter, however, at typically undetectable concentrations.

One of the better-known examples, Fowler's solution, contains 1% potassium arsenite and was in medicinal use until the 1950s for multiple diseases, as a general tonic and to change skin complexity (Waxman & Anderson, 2001). Recently, arsenite has been approved as a chemotherapeutic agent for the treatment of acute promyelocytic leukemia (Nicolis *et al*., 2009).

Most interestingly, recent epidemiological evidence indicates that exposure to low doses of environmental arsenite may unexpectedly be associated with decreased cancer risk (Karagas *et al*., 2002; Lamm *et al*., 2004; Schoen *et al*., 2004; Baastrup *et al*., 2008). These findings implicitly question linear dose-response characteristics between arsenite exposure and disease risk.

Taken together, the above-mentioned findings tentatively suggest that arsenite may exert health-promoting effects at low doses due to unknown mechanisms, while the same compound acts as a lifespan-shortening toxin at higher doses. We here systematically study the effects of low-dose arsenite on metabolic health and longevity in two different model systems, that is, cultured cells and the nematode *C. elegans*.

## Results

### Low-dose arsenite promotes growth of cultured cells

To study the putative effects of low-dose arsenite on mammalian model systems, we first have exposed two cell lines, murine NIH-3T3 fibroblasts and human HepG2 hepatoma cells, to increasing concentrations of arsenite. While higher concentrations of arsenite predictably impair growth of both cell lines (Fig. 1), lower concentrations of 1–10 nm promote growth of these cells (Fig. 1). These findings indicate that there is a nonlinear dose-response pattern to arsenite exposure, where low concentrations exert the opposite effect of higher concentrations. This phenomenon has been named hormesis and was proposed more than a century ago to act as the functional basis of most pharmaceutically used drugs (Calabrese & Baldwin, 2003; Kaiser, 2003).

**Fig. 1:**
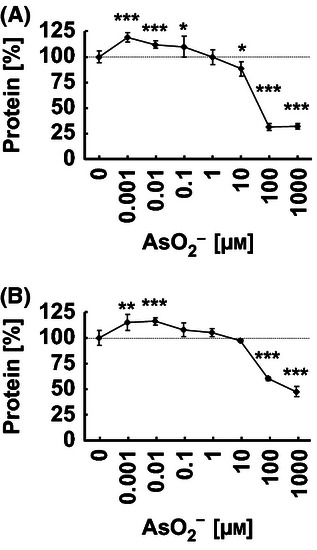
Low-dose arsenite promotes growth of cultured cells. (A) Effects of arsenite exposure for 24 h on growth of murine NIH 3T3 fibroblasts. (B) Results of identical experimental setup using human HepG2 hepatoma cells.

### Low-dose arsenite promotes stress resistance of nematodes and extends *C. elegans* lifespan

We next tested whether arsenite may affect lifespan of the short-lived multicellular model organism *C. elegans*. Very similar to our findings in cultured cells (Fig. 1), we observed a biphasic dose-response of nematodes to arsenite. In particular, life-long exposure of adult nematodes to arsenite concentrations of 10 μm and above predictably decreased median lifespan (Fig. 2A,B) (Table 1, also applies to all subsequent lifespan assays), while a concentration of 100 nm surprisingly extends median lifespan by 10 percent (Fig. 2A,B) (Fig. S1 for individual results). The corresponding concentrations of arsenic in whole worm-lysates are given in Fig. S2A (Supporting information).

**Table 1:** Lifespan assay results and statistical analyses

Strain, treatment	Maximum lifespan (Days ± SEM)	Mean lifespan (Days ± SEM)	*P*-value vs. control*	Number of experiments	Number of nematodes
N2 control	33.9 ± 0.6	24.1 ± 0.3	n.a.	6	637
N2 + 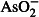 0.01 μm	34.0	23.5 ± 0.1	0.4261	3	352
N2 + 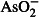 0.1 μm	37.8 ± 0.6	26.4 ± 0.3	0.0048	6	665
N2 + 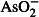 1 μm	32.0	23.3 ± 0.5	0.3554	3	354
N2 + 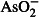 10 μm	28.0	21.9 ± 0.1	0.0057	3	353
N2 + 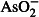 100 μm	23.0	16.8 ± 0.3	< 0.0001	3	370
N2 + 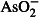 1000 μm	17.0	12.4 ± 0.1	< 0.0001	3	349
N2 + BHA	35.0	24.6 ± 0.2	0.2525 (n.s.)	3	354
N2 + BHA + 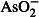 0.1 μm	35.0 ± 0.6	24.0 ± 0.2	0.8382 (n.s.)	3	375
N2 + NAC	34.5 ± 0.5	23.9 ± 0.2	0.8489 (n.s.)	2	161
N2 + NAC + 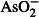 0.1 μm	34.5 ± 0.5	24.3 ± 0.4	0.6664 (n.s.)	2	170
*skn-1*	27.7 ± 1.3	17.8 ± 0.1	n.a.	3	256
*skn-1* + 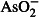 0.1 μm	24.3 ± 0.6	17.0 ± 0.2	0.0245	3	262
*daf-16*	33.0	22.9 ± 0.1	n.a.	3	409
*daf-16* + 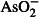 0.1 μm	31.7 ± 1.2	22.1 ± 0.1	0.0125	3	397
*mtl-2*	34.8 ± 0.5	24.1 ± 0.1	n.a.	4	432
*mtl-2* + 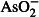 0.1 μm	37.8 ± 1.0	24.5 ± 0.3	0.0722	4	429
*tin-9.1*	35.3 ± 1.0	23.0 ± 0.2	n.a.	4	593
*tin-9.1* + 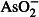 0.1 μm	35.8 ± 0.3	23.0 ± 0.2	0.7958	4	629

* *t*-test of mean lifespan.

n.a., not applicable; n.s., not significant; BHA, butylated hydroxyanisole

**Fig. 2:**
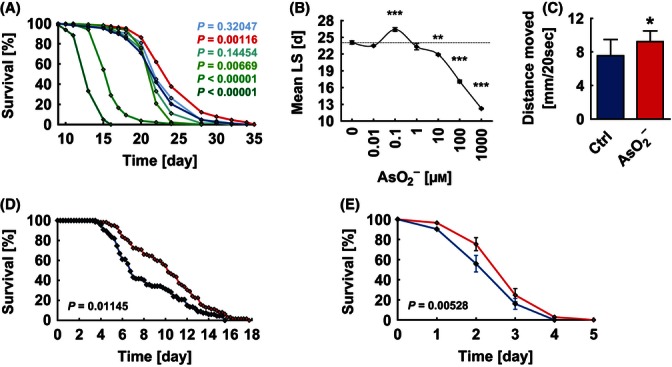
Low-dose arsenite promotes lifespan and stress resistance in the roundworm *C. elegans*. (A) Typical effects of different concentrations of arsenite on *C. elegans* lifespan (crimson blue: control, light blue: 10 nm, red: 100 nm, blue-green: 1 μm, light green: 10 μm, crimson green: 100 μm, dark green: 1 mm of arsenite, respectively). (B) Effects of different concentrations of arsenite on *C. elegans* mean lifespan (see Table 1 for number of independent experiments). (C) Locomotor activity of nematodes in the absence (blue) and presence of 100 nm arsenite (red). (D) Survival of untreated (blue) and arsenite pretreated (red) nematodes with subsequent exposure to heat stress. (E) Survival of untreated (blue) and arsenite pretreated (red) nematodes with subsequent exposure to paraquat stress.

In addition to its lifespan-extending effects (Fig. 2A,B) when exposing adult nematodes to 100 nm of arsenite, we observe increased locomotor activity (Fig. 2C) and increased resistance against thermal stress (Fig. 2D) as well as against the catalytic free radical generator paraquat (Fig. 2E) (Fig. S1 for individual results), indicating increased resistance against oxidative stress. However, arsenite had no effect on food uptake (Fig. S2B) and, unlike the positive-control paraquat, did not cause an aversion response (Fig. S2C,D).

Taken together, these findings indicate that arsenite exerts a biphasic effect on mean lifespan, and in particular that low-dose arsenite unexpectedly extends lifespan and stress resistance in a metazoan.

### Low-dose arsenite extends lifespan by transiently increasing oxidative stress

While multiple molecular effects of arsenite toxicity have been accumulated in the literature, increased oxidative stress by inadequate detoxification of reactive oxygen species (ROS) or increased formation of these has been repeatedly observed (Smith *et al*., 2001; Miller *et al*., 2002; Shi *et al*., 2004; Cui *et al*., 2008). Hence, we have analyzed ROS levels in adult nematodes that were exposed to 100 nm arsenite, in a time-resolved manner using two independent and mechanistically distinct methods. Both methods indicate that arsenite exposure causes an early and transient increase in nematodal ROS (Fig. 3A,B), whereas ROS levels were significantly decreased in the steady state, that is, after exposure to arsenite for 5 days (Fig. 3A,B). The constitute *mev-1* mutant known to exert increased ROS levels (Senoo-Matsuda *et al*., 2001) served as a positive control (Fig. S3A,B). It should be noted that *mev-1* nematodes are short-lived (Senoo-Matsuda *et al*., 2001), linked to the fact that the increase in ROS levels in *mev-1* relative to N2 is at least 5-fold higher than the ROS increase following arsenite exposure (Fig. S3A,B). Moreover, *mev-1* ROS levels are permanently increased, whereas arsenite-induced ROS is detectable for a limited time period only (Fig. 3A,B). Representative nematodes derived from Fig. 3A and Fig. S3A (Supporting information), respectively, are depicted in Fig. 3C. Next, we quantified activities of the two key enzymes of ROS detoxification in *C. elegans*, superoxide dismutase (Fig. 3D), and catalase (Fig. 3E). The latter was found to be induced following the primary increase in ROS (Fig. 3A,B) suggesting that increased catalase activity is a response to primarily increased ROS levels, causing a reduction of ROS load in the steady state. A similar pattern was observed for the ratio of reduced to oxidized glutathione (Fig. 3F), altogether suggesting that the initial increase in ROS following arsenite exposure may be essential for arsenite effects on lifespan. To test this, we have pre-incubated nematodes with the antioxidant butylated hydroxyanisole (BHA), which efficiently blocks accumulation of ROS in nematodes (Zarse *et al*., 2012). Consistently, arsenite was unable to induce ROS in the presence of BHA (Fig. 3G). Importantly, the induction of catalase activity by arsenite-mediated ROS (Fig. 3E) was similarly abolished in the presence of BHA (Fig. 3H), indicating that the initial ROS signal is required for the secondary induction of catalase activity.

**Fig. 3:**
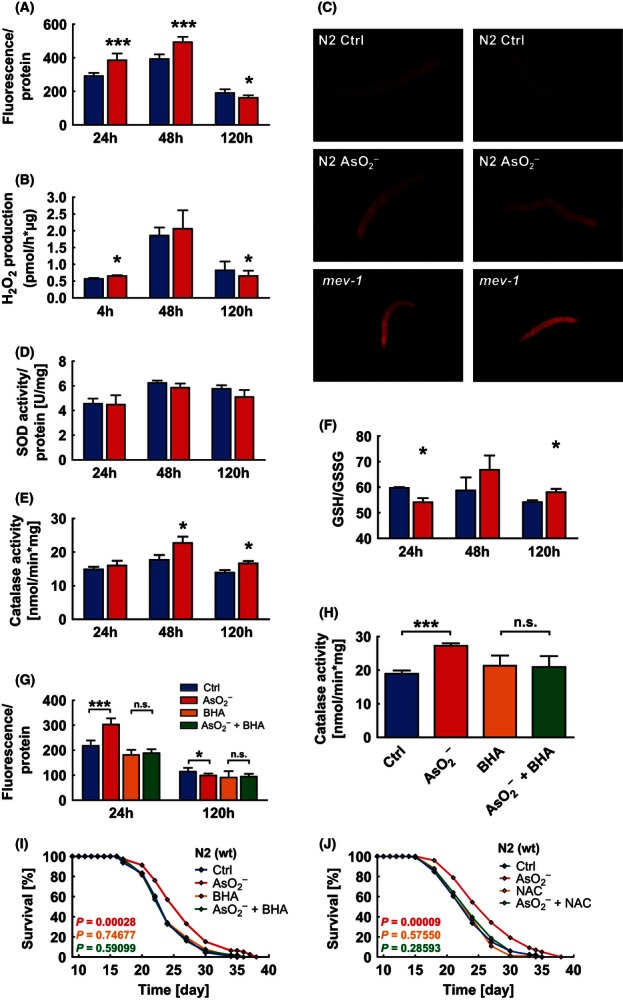
Low-dose arsenite promotes ROS formation and subsequently ROS defense in *C. elegans*. (A) Mitochondrial ROS formation following exposure to arsenite for different time periods (blue: control wild-type worms, red: wild-type worms exposed to 100 nm arsenite). (B) Formation of hydrogen peroxide in nematode media following exposure to arsenite for different time periods (blue: control wild-type worms, red: wild-type worms exposed to 100 nm arsenite). (C) Fluorescent microphotographs of MitoTracker Red CM-H_2_X-treated nematodes, (D) superoxide dismutase activities, (E) catalase activities, and (F) ratios of reduced glutathione to oxidized glutathione, all in control worms (blue) and nematodes exposed to 100 nm arsenite (red). (G) Mitochondrial ROS formation following exposure to arsenite and butylated hydroxyanisole (BHA) for different time periods (blue: control, red: worms exposed to 100 nm arsenite, orange: worms exposed to 10 μm BHA, green: worms exposed to 100 nm arsenite and 10 μm BHA). (H) Catalase activities measured after 120 hrs incubation period (blue: control, red: worms exposed to 100 nm arsenite, orange: worms exposed to 10 μm BHA, green: worms exposed to 100 nm arsenite and 10 μm BHA). (I) Lifespan data for wild-type worms in the absence of arsenite and in the absence of BHA (blue), in the presence of 100 nm arsenite and in the absence of BHA (red), in the absence of arsenite but in the presence of 10 μm BHA (orange), and lastly the presence of both agents (green). (J) Lifespan data for wild-type worms in the absence of arsenite and in the absence of *N*-acetyl-*L*-cysteine (NAC) (blue), in the presence of 100 nm arsenite and in the absence of NAC (red), in the absence of arsenite but in the presence of 1 mm NAC (orange), and lastly the presence of both agents (green).

When exposing BHA-treated worms to arsenite at a concentration of 100 nm, no extension of lifespan was observed (Fig. 3I). Similar results were obtained for a mechanistically independent antioxidant, *N*-acetyl-*L*-cysteine (NAC), that also abolished the effects of low-dose arsenite on lifespan (Fig. 3J) both indicating that ROS formation induced by arsenite in the absence of antioxidants only is responsible for lifespan extension in *C. elegans*. A similar mechanism, sometimes named mitochondrial hormesis or mitohormesis, has been found in *C. elegans* (Schulz *et al*., 2007; Doonan *et al*., 2008; Lee *et al*., 2010; Yang & Hekimi, 2010; Zarse *et al*., 2012), *S. cerevisae* (Mesquita *et al*., 2010; Pan *et al*., 2011), *D. melanogaster* (Albrecht *et al*., 2011), and humans (Ristow *et al*., 2009).

### Low-dose arsenite promotes transcriptional activity of SKN-1/NRF-2 and DAF-16/FOXO

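RNA of C. elegans kept for 48 h with 100 nM arsenite was compared with RNA of worms kept for 48 h without it, in 4 libraries, 2 control and 2 arsenite, each sequenced on its own lane after preparation with a kit that does not mark the strand of a transcript. No source used here states that the replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical. The authors mapped the reads to the genome and to exon junctions with Bowtie, kept uniquely mapped reads only and deposited whole-number counts and RPKM values for 23858 RefSeq transcripts and 19912 genes. The methods state 30000000 to 40000000 reads per sample. The reads implied by the deposited counts and RPKM values numbered 33374810 and 30583832 in control replicates 1 and 2, and 31834460 and 35218389 in arsenite replicates 1 and 2. The gene counts used here sum to 47577505, 44263387, 45541614 and 50472338 in the same order, because the deposited count of a gene is the sum over its transcripts, so that a read shared by several transcripts enters more than once. The yolk protein gene vit-6 held 8.68% to 10.3% of these counts. Differential expression was tested with edgeR's quasi-likelihood test on the 13776 genes that passed its default filter on low counts, after TMM normalization and with Benjamini-Hochberg adjustment. At an adjusted p under 0.05 this test called 0 genes higher and 0 genes lower with arsenite, while 298 were higher and 695 lower at an unadjusted p under 0.05. Those 993 genes stand beside 826 at that unadjusted p for replicate 1 against replicate 2 and 252 for the remaining split of the libraries. The edgeR exact test called 54 genes higher and 85 lower, the edgeR likelihood ratio test 58 and 99, and DESeq2 9 and 17. With the replicate number as a term the quasi-likelihood test called 30 and 50, and 1 and 1 with a length correction as well. When 1 library was left out, the lone sample of its arm was assumed to vary like the other group. The quasi-likelihood test then called 121 genes higher and 72 lower without control replicate 1, 1 and 1 without control replicate 2, 100 and 58 without arsenite replicate 1, and 6 and 8 without arsenite replicate 2. For the exact test these counts were 130 and 82, 112 and 146, 102 and 60, and 4 and 7 in the same order.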

Next, we have quantified all genes differentially expressed following exposure to arsenite for 48 hrs in comparison with untreated worms by RNA deep sequencing. Analyzing these genes by clustering them into functional groups (Fig. 4A) (Tables S2 and S3) revealed that, besides others, growth-promoting and mitochondrial proteins are upregulated following exposure to arsenite (Fig. 4A). 

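A few of the smallest cytosolic ribosomal protein genes were higher with arsenite by the exact test, and most genes of this class leaned slightly higher. As a group they passed camera with a preset correlation (adjusted p = 4.09e-17) but not with an estimated correlation (adjusted p = 0.493). The latter has few degrees of freedom with 4 libraries, so that failing it decides little for any list. The preset correlation of 0.01 is an assumption, and its p is too small if genes of a list vary together more than that. Of 81 measured genes of this list, 8 rose and none fell by the exact test over all genes tested, with a median log2 fold change of 0.09 over the list. This median was 0.058 with library size only and 0.056 after a correction for transcript length, with which 5 genes passed the likelihood ratio test. The rising genes include rpl-43, with a log2 fold change of 0.64 (standard error 0.11, adjusted p = 0.000127 from edgeR's exact test), and rpl-41, with a log2 fold change of 0.38 (standard error 0.07, adjusted p = 0.00126 from the same test). Of these 81 genes, the quasi-likelihood test passed 0 over all genes tested, 17 at an unadjusted p under 0.05 and 12 adjusted over the list alone, the likelihood ratio test passed 8 and DESeq2 2. Of 23 genes listed under protein import into mitochondria, 2 rose by the exact test. These were tomm-7, a small subunit of the translocase of the outer membrane, and F32D1.2, which codes for a subunit of ATP synthase, is no import gene and is also on the respiratory chain list. The log2 fold change of tomm-7 was 1.19 (standard error 0.24, adjusted p = 0.00099 from the exact test), 0.73 without arsenite replicate 2 and 1.54 without arsenite replicate 1. In this list the quasi-likelihood test passed 0 genes over all genes tested, 5 at an unadjusted p under 0.05 and 2 adjusted over the list alone, the likelihood ratio test 2 and DESeq2 1. Among 68 nuclear genes of the respiratory chain, F57B10.14 and F32D1.2 rose by the exact test, while the quasi-likelihood test passed 0 over all genes tested, 4 at an unadjusted p under 0.05 and 0 adjusted over the list alone, the likelihood ratio test 2 and DESeq2 0. Of 71 genes of mitochondrial ribosomal proteins, none passed the exact test, the likelihood ratio test, DESeq2 or the quasi-likelihood test over all genes tested or adjusted over the list alone, with 2 higher at an unadjusted p under 0.05. Of 14 Sm proteins of the splicing machinery, snr-6, whose exons overlap those of pie-1 on the opposite strand, rose by the exact test. Its log2 fold change of 0.44 was 0.28 without arsenite replicate 2 and 0.28 with the length correction, where its adjusted p was 0.166 by edgeR's likelihood ratio test and no Sm gene passed. There the quasi-likelihood test passed 0 over all genes tested, 3 at an unadjusted p under 0.05 and 2 adjusted over the list alone, the likelihood ratio test 1 and DESeq2 0. The median log2 fold changes of the import and respiratory chain lists, 0.031 and 0.015, became -0.0098 and -0.023 when libraries were scaled by their total counts alone. By camera with a preset correlation between genes, the mitochondrial ribosomal list had an adjusted p of 0.000117, the import list 0.00215, the respiratory chain list 0.0364 and the Sm list 7.69e-07, all towards higher with arsenite. With an estimated correlation the adjusted p was 0.303, 0.303, 0.818 and 0.303 in the same order. After the length correction, camera with the preset correlation gave 0.00293, 0.0267, 0.387 and 0.00767, so that the respiratory chain list no longer passed. Without arsenite replicate 2 the exact test passed 2 ribosomal, 0 import, 0 respiratory chain and 0 Sm genes, and without control replicate 2 it passed 39, 2, 5 and 1. Without control replicate 1 it passed 7 higher and 1 lower ribosomal, 2 import, 2 respiratory chain and 1 Sm genes, and without arsenite replicate 1 it passed 9, 3, 3 and 3, with 1 mitochondrial ribosomal gene. From the functional groups of its upregulated genes the paper concludes that arsenite induces proteins of growth and of mitochondria.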

Consistent with the fact that arsenite exposure causes an induction of mitochondrial proteins (Fig. 4A), we observed an induction of mitochondrial activity, namely respiration, following exposure to arsenite (Fig. 4B). We next analyzed all upregulated genes (Table S1) regarding the prevalence of transcription factors consensus motifs in the promoter regions. 

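The higher genes of Table S1 code in large part for short transcripts, among them genes of antimicrobial peptides of the epidermis. Of the 84 of these genes that were tested and have a single locus, 77 (91.7%) are among the shortest 10% of all genes tested, with transcripts up to 543 nt, and the median length was 315.5 nt. Their median log2 fold change was 0.86, and their median log2 ratio to the mean of both controls was 0.44 in arsenite replicate 1 and 1.20 in arsenite replicate 2. In 79 of the 84 genes both arsenite libraries lay above both controls. Of 11 neuropeptide-like peptide genes of the nlp-29 type, which are expressed in the epidermis and act against microbes, 7 rose by edgeR's exact test over all genes tested, among them nlp-27 with a log2 fold change of 0.75 (standard error 0.18, adjusted p = 0.0157 from that test). It was 0.47 without control replicate 2, and with a length correction it did not pass the likelihood ratio test. The quasi-likelihood test passed 0 of these 11 over all genes tested, 8 at an unadjusted p under 0.05 and 8 adjusted over the list alone, the likelihood ratio test 7 and DESeq2 0. DESeq2 gave nlp-30 of this list no adjusted p, which is counted as not passing. By camera the list had an adjusted p of 1.58e-10 with a preset correlation and 0.303 with an estimated correlation. Of the 84 genes, the exact test passed 49, the likelihood ratio test 52, DESeq2 8 and the quasi-likelihood test 0, with 82 at an unadjusted p under 0.05. Table S1 was drawn up by the study on these samples, so these counts are not independent evidence. A per-library correction for transcript length, fitted across all genes, lowered the median log2 fold change to 0.69, and 22 of the 84 then passed the likelihood ratio test, as did 1 of the 11 peptide genes. Without arsenite replicate 2 the exact test passed 2 of the 84 genes and 0 of the 11 peptide genes, without control replicate 2 19 and 0, without control replicate 1 52 and 6, and without arsenite replicate 1 78 and 6.

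**Figure D1:**
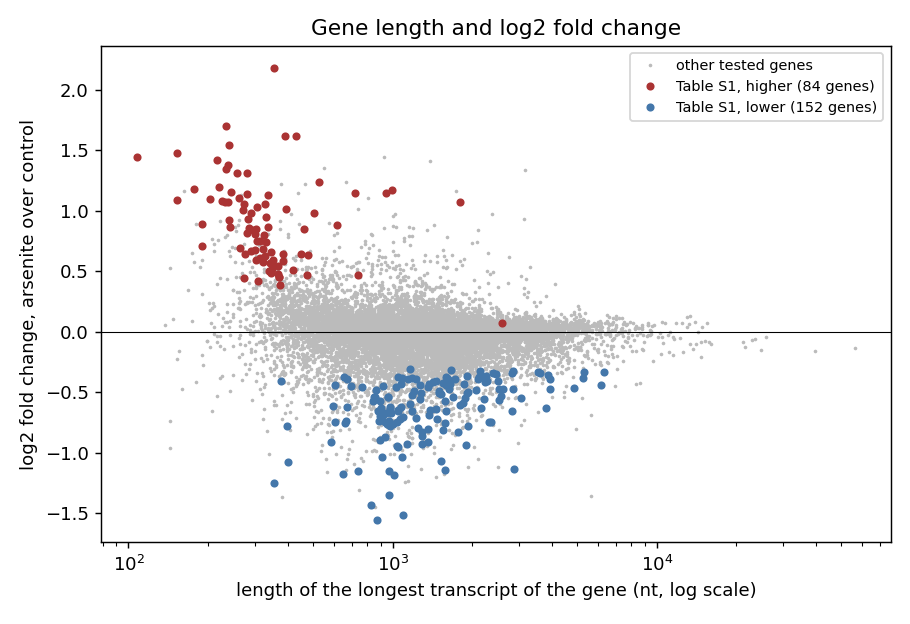
Log2 fold change of arsenite over control for each tested gene (vertical axis) against the length of its longest transcript in nt (horizontal axis, log scale). Red points are the 84 higher genes of Table S1, blue points its 152 lower genes and grey points all other tested genes; the red points lie mostly at lengths under 543 nt.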

We found the motifs for SKN-1 (Fig. S4A,B), an orthologue of the KEAP-1-associated, mammalian transcription factor NRF-2, or DAF-16 (Fig. S4C), an orthologue of the mammalian FOXO transcription factor family, in 67.1 and 48.2% of arsenite-induced genes, respectively (Fig. S4D). This suggests that the vast majority of arsenite-induced genes may depend on activation of SKN-1 or DAF-16 (Oliveira *et al*., 2009), whereas no differences in the expression levels of both transcription factors was observed [mean counts SKN-1: 16145.27 (ctrl) vs. 16943.67 (arsenite); mean counts DAF-16: 23275.56 (ctrl) vs. 22761.23 (arsenite)].

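Neither transcription factor passed any of the tests run. The gene skn-1, on chromosome IV of WBcel235 from 5651039 to 5660384, had normalized counts of 16270 ± 433 (SD, n = 2) in control worms and 16980 ± 668 (SD, n = 2) with arsenite. This is a log2 fold change of 0.06 (standard error 0.06, 95% interval -0.08 to 0.20, adjusted p = 0.93 from edgeR's quasi-likelihood test), and 0.021 to 0.10 with 1 library left out, lowest without arsenite replicate 2 and highest without arsenite replicate 1. Its exons overlap those of csn-5 on the opposite strand, and the libraries do not separate the strands. The gene daf-16, on chromosome I from 10750498 to 10776703, had normalized counts of 23460 ± 1010 (SD, n = 2) in control worms and 22810 ± 196 (SD, n = 2) with arsenite. Its log2 fold change was -0.04 (standard error 0.06, 95% interval -0.18 to 0.098, adjusted p = 0.951 from the same test), 0.0041 without control replicate 2 and -0.086 without control replicate 1. Levels of RNA were measured here, not the activity or location of either protein.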

**Fig. 4:**
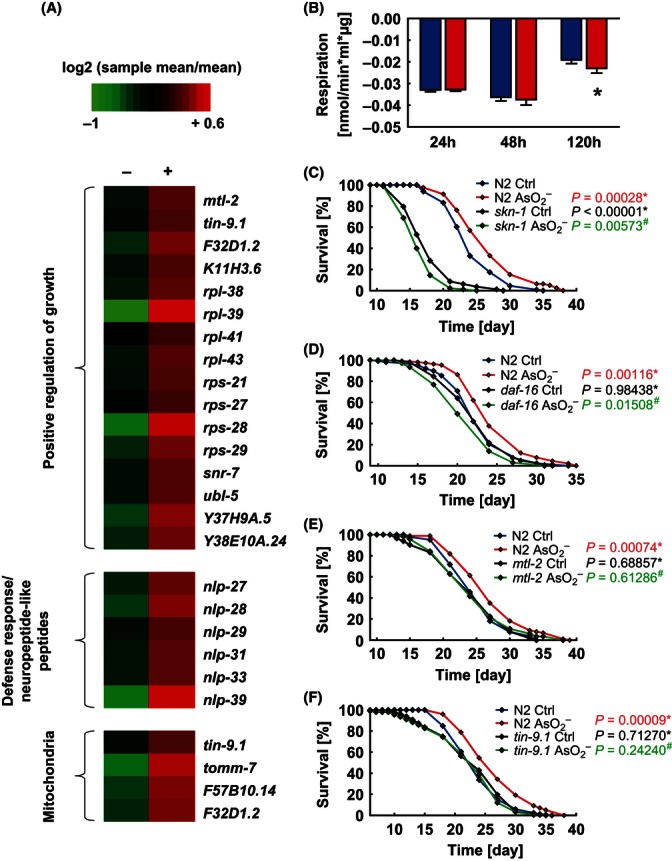
RNA deep sequencing reveals transcriptional mediators and targets of low-dose arsenite exposure. (A) Functional groups of differentially expressed messenger RNAs following exposure with 100 nm arsenite for 48 hrs in *C. elegans*. (B) Time-resolved quantification of oxygen consumption in control worms (blue) and nematodes exposed to 100 nm arsenite (red). (C–F) Lifespan analyses using mutant nematodes for *skn-1(zu67)* (C), *daf-16(mgDf47)* (D), *mtl-2(gk125)* (E), and lastly *tin-9.1(ok2194)* (F) in the absence of arsenite (black) and in the presence of 100 nm arsenite (green) in parallel to wild-type *C. elegans* (blue: control, red: 100 nm arsenite; * *P*-value refers to N2 control; # *P*-value refers to the corresponding mutant control).

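All 24 genes of Fig. 4A had a higher fitted level with arsenite, with log2 fold changes from 0.38 to 1.55 and a median of 0.67. Among them are small ribosomal proteins, short mitochondrial proteins, antimicrobial neuropeptide-like peptides, the metallothionein mtl-2 and the Sm protein snr-7, and all 24 are among the shortest 10% of the genes tested. In each of them arsenite replicate 2 lay above arsenite replicate 1, and the median log2 ratio to the mean of both controls was 0.41 in arsenite replicate 1 and 0.94 in arsenite replicate 2. Both arsenite libraries lay above both controls in 23 of the 24, the exception being ubl-5, a ubiquitin-like gene of the mitochondrial unfolded protein response. The ribosomal protein gene rpl-39, on chromosome V of WBcel235 from 7775742 to 7776079, had normalized counts of 1124 ± 432 (SD, n = 2) in control worms and 3286 ± 2240 (SD, n = 2) with arsenite, a log2 fold change of 1.55 (standard error 0.40, adjusted p = 0.0164 from edgeR's exact test and 0.319 from its quasi-likelihood test). Its exons overlap those of grl-10 on the opposite strand. For rps-28, on chromosome IV from 1659691 to 1659997, the counts were 1000 ± 152 (SD, n = 2) and 2478 ± 1430 (SD, n = 2), a log2 fold change of 1.31 (standard error 0.30, adjusted p = 0.00495 and 0.28 from these tests). The log2 fold changes of rpl-39 and rps-28 were 0.60 and 0.55 without arsenite replicate 2, and without arsenite replicate 1 they were 2.12 and 1.80. Of the 16 genes grouped under growth, 7 passed the exact test over all genes tested, as did 6 of the 6 peptide genes and 3 of the 4 mitochondrial genes. The quasi-likelihood test passed 0 of each over all genes tested and 16, 6 and 4 adjusted over the list alone, the same numbers as at an unadjusted p under 0.05. Over all 24 genes the likelihood ratio test passed 15 and DESeq2 3. DESeq2 gave nlp-39 and Y37H9A.5 no adjusted p, which is counted as not passing. The study chose these genes on these samples, so none of these counts is independent evidence. By camera with a preset correlation the 3 groups had adjusted p of 7.32e-20, 3.24e-10 and 5.29e-07, and each an adjusted p of 0.303 with an estimated correlation. The exact test passed 15 of the 24 genes, 1 without arsenite replicate 2, 24 without arsenite replicate 1, 8 without control replicate 2 and 16 without control replicate 1. None of the 6 peptide genes passed without control replicate 2 or without arsenite replicate 2. The likelihood ratio test with a correction for transcript length passed 8.

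**Figure D2:**
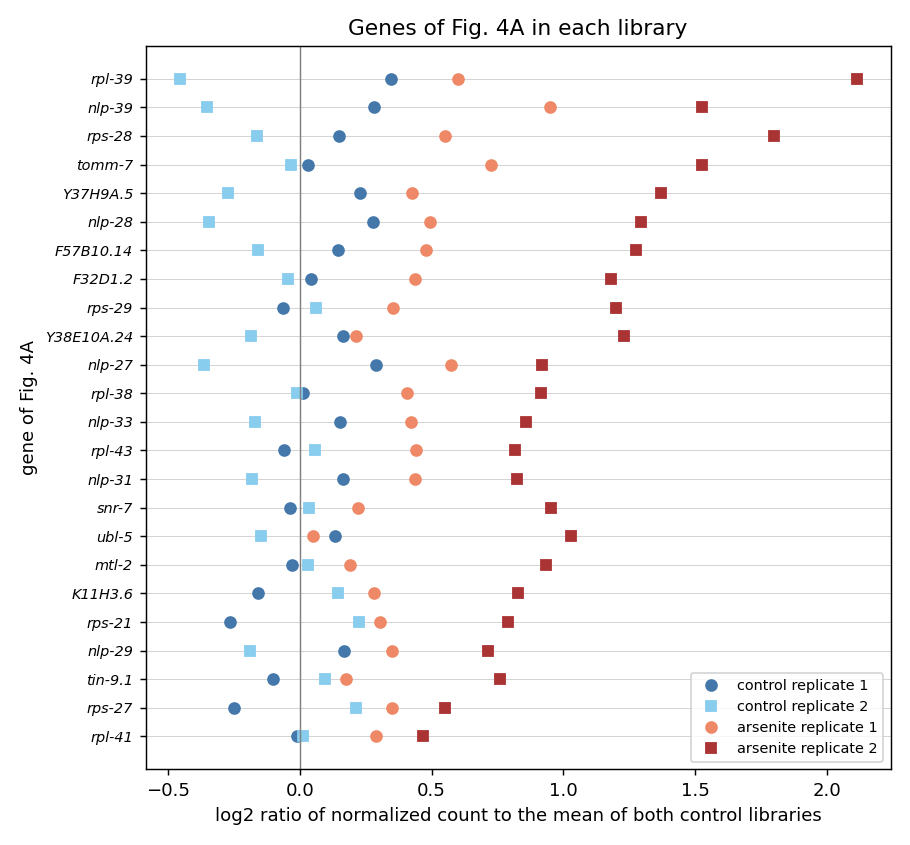
Log2 ratio of the normalized count to the mean of both control libraries (horizontal axis) for the 24 genes of Fig. 4A (vertical axis), with 1 point for each of the 4 libraries. Arsenite replicate 2 lies above arsenite replicate 1 in all 24 genes, with medians of 0.94 and 0.41.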

However, when analyzing nematodes deficient for either SKN-1 or DAF-16, we observed, unlike in wild-type worms, a reduction in lifespan following exposure to arsenite at a concentration of 100 nm, indicating that both transcription factors independently are required for arsenite-mediated promotion of longevity (Fig. 4C,D). Lastly, we tested whether genes that have been identified by RNA sequencing (Fig. 4A) are essential for the longevity-promoting effects of arsenite in *C. elegans*. 

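Of the genes taken on to lifespan assays, the metallothionein mtl-2, a cysteine-rich metal-binding protein, lies on chromosome V of WBcel235 from 14018270 to 14018673. Its normalized count was 539.4 ± 15.7 (SD, n = 2) in control worms and 823.4 ± 295 (SD, n = 2) with arsenite, with 615 in arsenite replicate 1 and 1032 in arsenite replicate 2. The log2 fold change was 0.61 (standard error 0.19, p = 0.00943 and adjusted p = 0.433 from edgeR's quasi-likelihood test, adjusted p = 0.119 from its exact test). The mitochondrial transporter gene tin-9.1, on chromosome IV from 7044058 to 7044602, had normalized counts of 452.8 ± 44.4 (SD, n = 2) in control worms and 639 ± 181 (SD, n = 2) with arsenite. Its log2 fold change was 0.50 (standard error 0.17, p = 0.0137 and adjusted p = 0.487 from the quasi-likelihood test, adjusted p = 0.203 from the exact test). Without arsenite replicate 1 the log2 fold changes were 0.94 for mtl-2 (adjusted p = 9.4e-08 from the quasi-likelihood test) and 0.76 for tin-9.1 (adjusted p = 9.98e-05 from that test), and without arsenite replicate 2 they were 0.19 and 0.17 and passed no threshold.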

By exposing constitutive mutants for the metallothionein *mtl-2* as well as a mitochondrial transporter *tin-9.1*–100 nm of arsenite, that is, the concentration that has been established to extend lifespan in wild-type worms in the current study (Fig. 2A,B), no promotion of longevity could be observed in either mutant (Fig. 4E,F), indicating that both genes are required for the extension of lifespan by arsenite. Consistently, we identified a SKN-1 binding site in the promoter region of *tin-9.1*. For *mtl-2*, we found several SKN-1 and DAF-16 binding sites in the promoter region, suggesting that the expression of both genes is under control of SKN-1 and DAF-16.

These latter findings indicate that low-dose arsenite induces a transient ROS signal to promote transcriptional activity of both DAF-16 and SKN-1 culminating in induction of specific mitochondrial and stress response genes that are essential for the lifespan-extending capabilities of low-dose arsenite.

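Genes commonly reported as targets of SKN-1 and DAF-16, and those of defence against ROS, heat and metals, did not move as groups in these libraries. Of 29 SKN-1 targets, with all 4 libraries, the quasi-likelihood test passed 0 over all genes tested, adjusted over the list alone or at an unadjusted p under 0.05, and the exact test, the likelihood ratio test and DESeq2 passed 0. The glutathione S-transferase gst-4, a common reporter of SKN-1 activity whose exons overlap those of dhs-12, had a log2 fold change of 0.11 (standard error 0.095, adjusted p = 0.911 from edgeR's quasi-likelihood test), and 0.064 without control replicate 2. Of 25 DAF-16 targets, dct-16 rose by the exact test, with a log2 fold change of 0.28 (standard error 0.057, adjusted p = 0.0107 from that test and 0.0402 from DESeq2). It did not pass the exact test without arsenite replicate 1 (adjusted p = 0.366) or arsenite replicate 2 (adjusted p = 1), nor edgeR's likelihood ratio test with length correction (0.19, adjusted p = 0.271). In this list the quasi-likelihood test passed 0 over all genes tested, 3 at an unadjusted p under 0.05 and 1 adjusted over the list alone, and the likelihood ratio test 1. The superoxide dismutase sod-3, a common reporter of DAF-16 activity with exons that overlap C08A9.3 and lido-1 on the opposite strand, had a log2 fold change of -0.35 (standard error 0.16, adjusted p = 0.693 from edgeR's quasi-likelihood test and 0.638 from its exact test). Of 27 genes of ROS defence and of 40 glutathione S-transferases none passed the quasi-likelihood test, the exact test, the likelihood ratio test or DESeq2, over all genes tested or, for the first 2 tests, adjusted over the list alone, with 0 and 1 at an unadjusted p under 0.05. Among the catalases and superoxide dismutases that were tested, log2 fold changes ran from -0.35 for sod-3 to 0.07 for sod-1, which was -0.033 without control replicate 1. The catalase gene ctl-1 is listed at 0 in all 4 libraries, next to its close copies ctl-2 and ctl-3, and sod-5 had 5 or 10 counts per library and was not tested. Of 21 genes of metal and arsenic handling, 15 heat shock genes and 8 genes of the mitochondrial unfolded protein response, 0 passed the quasi-likelihood test, the exact test, the likelihood ratio test or DESeq2 over all genes tested, with 1, 2 and 1 at an unadjusted p under 0.05, and adjusted over the list alone the exact test passed 1 metal gene and the quasi-likelihood test none. The adjusted p of camera was 0.996 for the SKN-1 targets, 0.845 for the DAF-16 targets, 0.781 for ROS defence, 0.563 for glutathione S-transferases, 0.653 for metal and arsenic handling, 0.563 for heat shock and 0.711 for the mitochondrial unfolded protein response. Without control replicate 2 the exact test passed 2 DAF-16 targets and 1 heat shock gene higher, and 1 SKN-1 target, 1 DAF-16 target and 1 metal gene lower. Without control replicate 1 it passed 1 DAF-16 target higher, dct-16, and 1 heat shock gene lower. Without arsenite replicate 1 it passed 1 gene of the mitochondrial unfolded protein response and mtl-2, a member of the DAF-16 and metal lists, higher. Without arsenite replicate 2 it passed 0 in these lists. These lists were written from commonly reported targets, not from genes shown to respond to arsenite. Only RNA after 48 h was measured here. The paper measured catalase and superoxide dismutase as enzyme activities, in part after longer exposure. Its conclusion on SKN-1 and DAF-16 rests on promoter motifs and on lifespans of mutants, which RNA levels at this time do not test.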

## Discussion

In the present study, we have shown that arsenite promotes cellular growth and exerts lifespan-extending properties by transiently increasing oxidative stress. There is ample published evidence that arsenite promotes formation of ROS by induction of mitochondrial (Miller *et al*., 2002; Shi *et al*., 2004) and nonmitochondrial (Smith *et al*., 2001; Cui *et al*., 2008) processes. This increased formation of ROS following arsenite exposure has been linked to a number of arsenite-associated diseases, including diabetes mellitus (Navas-Acien *et al*., 2008) and various cancers (Druwe & Vaillancourt, 2010), as well as neurodegenerative (Vahidnia *et al*., 2007) and cardiovascular (Navas-Acien *et al*., 2005) disorders.

Nevertheless, a number of recent reports suggest that exposure to low-dose arsenite may be associated with decreased incidences of various cancers in humans (Karagas *et al*., 2002; Lamm *et al*., 2004; Schoen *et al*., 2004; Baastrup *et al*., 2008). In this regard, it may be interesting to note that arsenite is a relevant constituent of medieval European as well as traditional Chinese medicine (Miller *et al*., 2002). Accordingly, previous reports suggest that low-dose arsenite may protect from DNA damage and may increase DNA repair (Snow *et al*., 2005), induce telomerase activity (Zhang *et al*., 2003) and NRF-2-dependent stress defence capacities (Pi *et al*., 2003), increase reduced cellular glutathione (Deneke, 1992), and lastly promote cellular proliferation (Yang *et al*., 2007). Notably, these findings are consistent with our current observation and may be considered necessary constituents of increased lifespan following arsenite exposure.

Consistent with an essential role for arsenite in inducing ROS formation (Smith *et al*., 2001; Cui *et al*., 2008), our findings indicate that increased oxidative stress is crucial for increased longevity following low-dose arsenite exposure. For other interventions, including calorie restriction, hypoxia, reduced mTOR signaling, impaired expression of antioxidant defense enzymes as well as components of the respiratory chain, and lastly physical exercise, a similar role for increased ROS formation has been observed, notably in different model systems, including *C. elegans* (Schulz *et al*., 2007; Doonan *et al*., 2008; Lee *et al*., 2010; Yang & Hekimi, 2010; Zarse *et al*., 2012), *S. cerevisae* (Mesquita *et al*., 2010; Pan *et al*., 2011), *D. melanogaster* (Albrecht *et al*., 2011), and humans (Ristow *et al*., 2009). The transient nature of the ROS signal that is required to extend lifespan has been recently observed in states of impaired insulin-/IGF1-signaling (Zarse *et al*., 2012). Taken together, these findings suggest that rather diverse interventions, listed within this paragraph, may culminate in both increased ROS formation as well as promotion of lifespan and metabolic health, respectively, as discussed in more detail elsewhere (Ristow & Schmeisser, 2011).

In summary, our findings provide evidence that low-dose exposure to the toxin arsenite extends metazoan lifespan through activation of mitochondrial ROS formation and subsequent defense mechanisms resembling a process named mitochondrial hormesis or mitohormesis (Ristow & Schmeisser, 2011).

## Experimental procedures

### Cell culture experiments/conditions

HepG2 and NIH-3T3 cells were obtained from ATCC (American Type Culture Collection). HepG2 cells were maintained in Roswell Park Memorial Institute (RPMI) medium (Pan-Biotech, Aidenbach, Germany) containing 10% (v/v) FBS (Biochrom AG, Berlin, Germany) and 1% (v/v) antibiotic solution (100 U mL^−1^ penicillin, and 10 μg mL^−1^ streptomycin (P/S), obtained from Biochrom AG, Berlin, Germany) like previously described. NIH-3T3 cells were maintained in Dulbecco's modified Eagle's medium (DMEM; Cambrex Bio Science, Verviers, Belgium) containing 10% (v/v) FBS and 1% (v/v) antibiotic solution. Both cell lines were cultivated in humidified atmosphere of 5% CO_2_ at 37 °C.

### Cell culture experiments/determination of cell growth

To determine growth in human liver cells HepG2 and mouse fibroblasts NIH-3T3, either 6,000 or 3,000 cells were seeded into each well of a 96-well plate, respectively. After 24 h, medium was supplemented with different concentrations of sodium arsenite (Sigma-Aldrich, order number 71287) and incubated for additional 24 h. After the incubation period, cells were washed once with PBS and subsequently lysed by contiguously shaking for 1 h at 4 °C in the presence of 35 μL NaOH (0.1 m) per well. Protein content was quantified with bicinchoninic acid assay kit (BCA Protein Assay, Thermo Fischer Scientific, Rockford, USA) according to the manufacturer's instructions.

### *C. elegans* experiments/maintenance and compound treatment

Nematode strains used in this study were provided by the Caenorhabditis Genetics Center (Univ. of Minnesota, USA). The following strains were used in this study: N2 wild-type (Bristol), *skn-1(zu67)*, *daf-16(mgDf47)*, *tin-9.1(ok2194)*, *mtl-2(gk125),* and *mev-1(kn1)*. Treatment of *C. elegans* was carried out on NGM agar plates containing the respective compound. Thereby, agar plates were prepared from the same batch of NGM Agar, whereas treatment plates were supplemented with the compound and control plates with the corresponding solvent as described (Schmeisser *et al*., 2011). After plates were poured and dried for about 30 min, they were sealed and stored at 4 °C.

Sodium arsenite treatment was performed using heat-inactivated bacteria (OP50 HIT) to avoid interference by the xenobiotic metabolizing activity of *E. coli* (Gruber *et al*., 2009). To obtain heat-inactivated bacteria, an overnight liquid culture of *E. coli* was treated 30 min at 65 °C. The bacteria suspension was then concentrated 20-fold by centrifugation (30 min at 3200 × g) and resuspended within S-buffer containing 10 mm MgSO_4_ and 5 μg mL^−1^ cholesterol as described (Wood *et al*., 2004). Furthermore, treatment NGM plates were prepared with 100 μg mL^−1^ ampicillin. It should be noted that this treatment causes an inactivation of metabolic activity of *E. coli* rather than a complete lethality. The antioxidants butylated hydroxyanisole (BHA) and *N*-acetyl-*L*-cysteine (NAC) were applied at a final concentration of 10 μm and 1 mm, respectively, as previously described (Zarse *et al*., 2012).

### *C. elegans* experiments/lifespan assays

All lifespan assays were performed at 20 °C according to standard protocols and as previously described (Schulz *et al*., 2007). Briefly, a *C. elegans* population was treated with hypochlorite/NaOH solution to synchronize the population at day zero of the lifespan. Eggs were transferred to freshly spotted plates to allow hatching and development. Soon after L4, around 150 nematodes were manually transferred to fresh incubation plates containing the respective compound or the solvent as control and spotted with a lawn of heat-inactivated OP50 *E. coli*.

For the first 10–14 days, worms were transferred every day and afterward 3–4 times a week. Nematodes that show no reaction to gently stimulation were scored as death. Those animals that crawled off the plates or display a premature, non-natural death due to internal hatching or bursting were censored (i.e., excluded from statistics on day of premature death).

### *C. elegans* experiments/locomotion

Single worm movements within a liquid system were recorded using a digital CCD camera (Moticam 2300, Motic, St. Ingbert, Germany) coupled to a microscope (SMZ 168, Motic, St. Ingbert, Germany) with a subsequent analysis using the program DanioTrack (Loligo Systems, Tjele, Denmark). Worms were transferred from agar plates to a buffer solution (S-buffer) and immediately afterward a 20-s video sequence was recorded. During the subsequent video analysis, the DanioTrack software subtracted the background and determined the center of gravity of all object pixels in contrast with the background. Finally, the moving distance of this worm gravity center was tracked and calculated, whereas the overall moving distance mainly refers to the body bends of the nematodes. It should be noted that worms that were transferred from their normal habitat (agar plated) to liquid respond with intensive body bends during the entire recording time. Thus, this locomotion assay can be considered as a quantitative analysis of the maximum movement capacity of a single worm. Moreover, in comparison with worm tracking on agar plates, the analysis under liquid conditions is free from special movement characteristics like crawling back and forth or complete movement stop, providing high level comparability.

### *C. elegans* experiments/thermotolerance

Thermotolerance was determined by measuring survival of worms exposed to lethal thermal stress (37 °C) using SYTOX® Green (Invitrogen, Carlsbad, CA, USA) and an automated single worm fluorescence progression determination on 384-well plates as previously described (Kampkötter *et al*., 2007). A detailed description can be found in the supplements.

### *C. elegans* experiments/paraquat stress resistance

Resistance to lethal oxidative stress derived from paraquat was determined with minor modifications as previously described (Schulz *et al*., 2007). Briefly, nematodes were pretreated with arsenite for 6 days. Thereafter, worms were transferred manually to fresh NGM plates containing 10 mm paraquat (Sigma-Aldrich) spotted with a lawn of heat-inactivated OP50 following by daily determining the survival rate until all nematodes were death. As described for lifespan analysis, worms were counted as censored in case of internal hatching, crawling off, and bursting.

### *C. elegans* experiments/mitochondrial reactive oxygen species quantification

To quantify mitochondrial ROS (mtROS) production, we used a commercial available dye, which enters the mitochondria in a reduced state (MitoTracker Red CM-H_2_X ROS; Invitrogen, Carlsbad, CA, USA). While the reduced probe does not exhibit any fluorescence, endogenous oxidation due to mitochondrial ROS production results in a detectable fluorescence active dye that accumulates in active mitochondria. To elucidate mtROS production in *C. elegans*, worms were treated with arsenite according to the descriptions above. Following that incubation period, nematodes were shifted to plates spotted with a mixture of dead OP50 (30 min at 65 °C in a water bath) and dye (final concentration 0.5 μm). Worms were incubated with the bacteria/dye mixture for 2 h with a subsequent 1-h recovery period on fresh plates (w/o dye) to eliminate artificial results due to large amounts of intestinal dye. Worms were washed at least 3 times when transferred to new plates. Finally, nematodes were distributed into wells of a FLUOTRAC™96-Well plate (Greiner Bio-One, Frickenhausen, Germany) and fluorescence was determined using a Fluorometer (FLUOstar Optima, BMG, Offenburg, Germany; Ex: 570 nm, Em: 610 nm; well-scanning mode). To normalize the fluorescence signal after measurement, worms were recovered from the wells and protein was analyzed as given above.

### *C. elegans* experiments/fluorescence microscopy

Worms were treated with MitoTracker Red CM-H_2_X ROS exactly as described for mtROS quantification. Individual worms were placed on agarose pads and paralyzed with tetramisole. Worms were examined under a fluorescence microscope (Axiovert 100, Zeiss, Oberkochen, Germany) using a specific filter set (BP546/12, FT580, LP590), and pictures were taken with a digital camera.

### *C. elegans* experiments/amplex red-based quantification of supernatant hydrogen peroxide

Worms were removed from plates with 0.05 m sodium phosphate buffer pH 7.4, washed twice, and transferred into an upright plexiglas cylinder (1.5 mL volume) with continuous stirring at low speed (20 rpm). Firstly, determination of fluorescence was carried out without horse radish peroxidase (HRP) (Sigma-Aldrich, St. Louis, MO, USA) only in the presence of 1 μm Amplex Red (Invitrogen, Carlsbad, CA, USA) to exclude a possible unspecific increase in fluorescence. Next, 0.01 U mL^−1^ HRP was added and changes of fluorescence were recorded with a fluorescence detector (LF402 ProLine, IOM, Berlin, Germany) for at least 15 min at excitation/emission wavelength of 571 nm and 585 nm, respectively. Immediately afterward, worms were removed and collected for protein determination to normalize fluorescence values.

### *C. elegans* experiments/catalase activity

Arsenite treated worms were harvested, washed with ice-cold buffer and disrupted by grinding (under liquid nitrogen together with 200 μL 50 mm phosphate buffer + 1 mm EDTA) and additional sonicating (3 times). The remaining lysate was cleared by centrifugation for 15 min at 12 000 × g and 4 °C. The supernatant was used for the subsequent measurement of catalase activity as well as for a protein determination (for normalizing catalase activity). Catalase activity quantification is based on the peroxidase activity of the enzyme, thus reacting with the hydrogen donor methanol in the presence of hydrogen peroxide to formaldehyde. Formaldehyde further reacts with the chromogen Purpald (4-amino-3-hydrazino-5-mercapto-1,2,4-triazole), leading to a bicyclic heterocycle complex that change the color upon potassium peroxide mediated oxidation from colorless to purple. The measurement was carried out like previously described with minor changes (Johansson & Borg, 1988). Briefly, 20 μL of the diluted (25 mm potassium phosphate buffer + 1 mm EDTA + 0.1% BSA, pH 7.5) sample supernatant was mixed with 100 μL assay buffer (100 mm potassium phosphate buffer, pH 7) and 30 μL methanol (VWR, Darmstadt, Germany). Next, 20 μL hydrogen peroxide (Applichem, Darmstadt, Germany, 30%) was added to initiate the reaction. After 20-min incubation under continuous shaking at 20 °C, 30 μL potassium hydroxide (Applichem, Darmstadt, Germany; 10 m) and 30 μL Purpald (Sigma-Aldrich, St. Louis, MO, USA; 46 mm in 0.5 m hydrochloric acid) were added to terminate the reaction. After a 10-min incubation time under continuous shaking at 20 °C, 10 μL potassium periodate (Sigma-Aldrich, St. Louis, MO, USA; 192 mm in 0.5 m potassium hydroxide) was added to oxidize the Purpald–formaldehyde complex and incubated for further 5 min. Interfering bubbles were removed by centrifugation. Finally, the absorbance was measured at 540 nm.

### *C. elegans* experiments/activity of superoxide dismutase

SOD activity was quantified like described (Peskin & Winterbourn, 2000) with minor changes: In general, the assay is based on the ability of SOD to prevent xanthine/xanthine oxidase mediated oxidation of WST-1 (2-(4-Iodophenyl)- 3-(4-nitrophenyl)-5-(2,4-disulfophenyl)- 2H-tetrazolium, monosodium salt; Applichem, Darmstadt, Germany). WST-1 produces a detectable formazan dye upon superoxide-mediated reduction; thus, SOD activity reduces the formation of the dye (Ishiyama *et al*., 1993). To quantify enzyme activity in worms, we firstly prepared nematodes as mentioned for catalase activity. SOD activity was determined in the remaining cleared and diluted worm lysate. Therefore, 200 μL WST-1 working solution (Tris–HCL pH 8, diethylenetriamine-pentaacetic acid (DTPA, Sigma-Aldrich, St. Louis, MO, USA, 100 μm), hypoxanthine (Applichem, Darmstadt, Germany, 100 μm), WST-1 (180 μm) was mixed with 20 μL sample and 20 μL xanthine oxidase (Sigma-Aldrich, St. Louis, MO, USA; 240 mU mL^−1^), following by a 20-min incubation period at 37 °C. Thereafter, absorbance was measured at 450 nm. For normalization of SOD activity, protein content of the sample was determined.

### *C. elegans* experiments/determination of reduced and oxidized glutathione

Determination of GSH and GSSG was carried out as described (Schulz *et al*., 2010). Treated worm samples were harvested, washed, and disrupted by grinding. The remaining powder was mixed with 0.8 mL chilled precipitating agent (acetonitrile and 10 mm KH2PO4; 3:1, v:v) and sonicated 3 times on ice. Precipitated proteins were separated by centrifugation (12 000 × g, 10 min 4 °C) and redissolved in sodium hydroxide solution for a subsequent protein determination. For the extraction of the metabolite-containing fraction, the supernatant was transferred into a new reaction tube and mixed with 2 mL chloroform. Samples were centrifuged 10 min at 3200 × g and 4 °C. The upper aqueous phase was aspirated and mixed with fresh chloroform. After an additional washing step, samples were subjected to HPLC separation (reverse-phase ion-pair HPLC; Jasco MD-1510; Gross-Umstadt, Germany) and detection (diode array detector; at 208 nm). Metabolites were identified by spiking of samples with appropriate standards. Metabolite content was normalized to protein content.

### *C. elegans* experiments/oxygen consumption

Respiration was quantified using a DW1/AD Clark-type electrode (Hansatech, King's Lynn, England) as previously described (Schulz *et al*., 2007). After individual incubation period, worms were harvested, washed and transferred into the DW1 chamber. Oxygen consumption was monitored for at least 10 min. Afterward, worms were carefully removed from the chamber and collected for a subsequent protein determination. Therefore, worms were sonicated 3 times and centrifuged for 10 min at 12 000 × g. Supernatant was used for protein determination using BCA, as described previously.

### *C. elegans* experiments/deep sequencing-based RNA expression analysis

For library preparation, an amount of 5 μg of total RNA per sample was processed using Illumina's mRNA-Seq sample prep kit (Illumina; San Diego; CA, USA) following the manufacturer's instruction. The libraries were sequenced using a Genome Analyser (GAIIx, Illumina, San Diego, CA, USA) in a single read approach with 76 cycles resulting in reads with length of 76 nucleotides. Each library was sequenced on a single lane ends up with around 30–40 mio reads per sample. Sequence data were extracted in FastQ format and used for mapping approach. All total reads that passed the quality filtering were mapped against the *C. elegans* genome and an exon junction splice database using Bowtie (Langmead *et al*., 2009). Only uniquely mapped reads were used for counting. The RefSeq annotation was used to assign mapping positions to exons, transcripts, and genes. The deep sequencing data obtained and discussed in the current publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE46257 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46257).

### *C. elegans* experiments/promoter analyses

The search for SKN-1 and DAF-16 transcription factor binding sites (TFBS) was carried out within the proximal promoter region of all identified differential expressed genes 1.5 kb upstream of each predicted start codon.

### *C. elegans* experiments/gene ontology analyses

To classify the differential expressed genes, we used the database for annotation, visualization, and integrated discovery (DAVID) (Huang *et al*., 2009).

### All experiments/statistical analyses

Statistical analyses for all data except lifespan and stress resistance assays in *C. elegans* were performed by Student's *t*-test (unpaired, two-tailed) after testing for equal distribution of the data and equal variances within the data set. For comparing significant distributions between different groups in the lifespan assays and stress resistance assays, statistical calculations were carried out using the log-rank test. All calculations were performed using Excel 2007 (Microsoft, Albuquerque, NM, USA) and spss version 13.0 (IBM, Armonk, NY, USA). *P* < 0.05 was considered as statistically significant.

## Supporting Information

**Fig. S1** Individual results for N2 lifespan and paraquat stress resistance assays.

**Fig. S2** While arsenite accumulates within worms, low-dose arsenite exposure does not change food uptake and does not induce aversion behavior.

**Fig. S3** Like N2 nematodes exposed to low-dose arsenite, *mev-1* mutants display increased ROS formation but to a considerably larger extent.

**Fig. S4** *In silico* promoter analyses of differentially expressed genes.

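Genes of the cuticle are among the lower genes. As lists, cuticle collagens, genes of cuticlins and moulting, and abu, pqn and phat genes passed camera with a preset correlation (adjusted p = 2.47e-12, 1.52e-12 and 0.0156) but not with an estimated correlation (adjusted p = 0.406, 0.287 and 0.303). The latter has few degrees of freedom with 4 libraries and decides little, while the preset correlation is an assumption that may make p too small. After a length correction the abu, pqn and phat list no longer passed camera with the preset correlation (adjusted p = 0.0577). Of 128 measured cuticle collagens, 19 fell and none rose by edgeR's exact test over all genes tested, with a median log2 fold change of -0.18 over the list. Among them col-77 fell with a log2 fold change of -0.68 (standard error 0.11, adjusted p = 0.000148 from the exact test), and col-125, whose exons overlap best-7 on the opposite strand, with -0.67 (standard error 0.11, adjusted p = 0.000127 from the exact test). Of 117 genes of cuticlins and moulting, 9 fell and none rose by the same test, with a median of -0.15. The cuticlin cut-3, whose exons overlap evl-20 on the opposite strand, had a log2 fold change of -0.44 (standard error 0.07, adjusted p = 0.000354 from the exact test), and the moulting gene mlt-9 one of -0.41 (standard error 0.07, adjusted p = 0.0011 from that test). Of 70 abu, pqn and phat genes, many of them expressed in the pharynx, 5 fell by the exact test. This list did not lean lower as a whole, with a median of -0.0046 and 34 of 70 genes above 0. In these 3 lists the quasi-likelihood test passed 0 genes over all genes tested, 44, 29 and 17 lower at an unadjusted p under 0.05 and 26, 13 and 5 lower adjusted over the list alone, the likelihood ratio test 22, 9 and 5 lower, and DESeq2 5, 3 and 1 lower. Of the 152 lower genes of Table S1 that were tested and have a single locus, 151 had both arsenite libraries below both controls and 79 passed the exact test, 91 the likelihood ratio test, 17 DESeq2 and 0 the quasi-likelihood test, with 152 at an unadjusted p under 0.05. The table was drawn up on these samples, so this is not independent evidence. Without arsenite replicate 2 the exact test passed 3 collagens, 0 cuticlin and moulting genes, 0 abu, pqn and phat genes and 5 of the 152. Without arsenite replicate 1 it passed 19, 3, 4 and 49, and without control replicate 1 it passed 17, 7, 3 and 57. Without control replicate 2 it passed 14, 7, 5 and 71, with 2 collagens higher.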

**Table S1** Differentially expressed RNAs after 48 h of exposure to arsenite.

**Table S2** Functional classification of upregulated DEGs (FunCat).

**Table S3** Functional classification of upregulated DEGs (GO Term: Biological Process).

**Data S1** Supporting experimental procedures.

# Supplementary material for: Mitochondrial hormesis links low-dose arsenite exposure to lifespan extension
**Source:** Aging Cell. 2013 May 6;12(3):508–17. doi: 10.1111/acel.12076
**Supplement:** Supplementary file 1

**Supporting Information** to

**Mitochondrial Hormesis Links Low-Dose Arsenite Exposure to Lifespan Extension**

Sebastian Schmeisser, Kathrin Schmeisser, Sandra Weimer, Marco Groth, Steffen Priebe, Eugen Fazius, Doreen Kuhlow, Dennis Pick, Jürgen W. Einax, Reinhard Guthke, Matthias Platzer, Kim Zarse, Michael Ristow

**Suppl. Figure 1: Individual results for N2 lifespan and paraquat stress resistance assays** (page 2)

**Suppl. Figure 2: While arsenite accumulates within worms, low-dose arsenite exposure does not change food uptake and does not induce aversion behavior** (page 3)

**Suppl. Figure 3: Like N2 nematodes exposed to low-dose arsenite, *mev-1* mutants display increased ROS formation but to a considerably larger extent** (page 4)

**Suppl. Figure 4: *In silico* promoter analyses of differentially expressed genes** (page 5)

**Supporting experimental procedures** (pages 6-7)

**References to supporting experimental procedures** (page 8)

**Suppl. Table 1: Differentially expressed RNAs after 48 hours of exposure to arsenite** (page 9-15)

**Suppl. Table 2. Functional classification of upregulated DEGs (FunCat)** (page 16)

**Suppl. Table 3. Functional classification of upregulated DEGs (GO Term: Biological Process)** (page 17)

**Suppl. Fig. 1**

**(A)**

**(B)**

**(C)**

**(D)**

**(E)**

**(F)**

**(G)**

**(H)**

**(I)**

**Suppl. Fig. 1: Individual results for N2 lifespan and paraquat stress resistance assays.** (A to F) Individual lifespan data for wild-type worms in the absence (blue) and in the presence of 100 nM arsenite (red). (G to I) Individual paraquat stress resistance data depicting survival of untreated (blue) and arsenite pretreated (red) nematodes following exposure to paraquat stress.

**Suppl. Fig. 2**

**
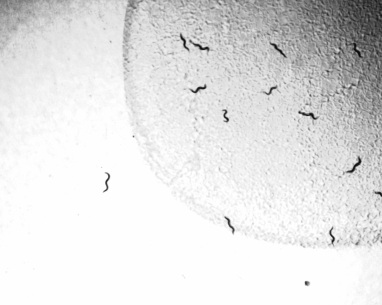

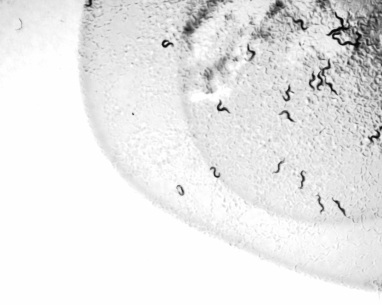

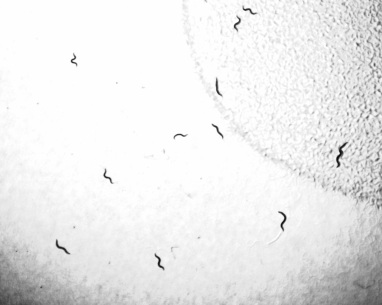
**

**Ctrl**

**AsO2- 100nM**

**PQ 1mM**

**(B)**

**(C)**

**(D)**

**(A)**

**α**

**β**

**γ**

**α**

**β**

**Suppl. Fig. 2: While arsenite accumulates within worms, low-dose arsenite exposure does not change food uptake and does not induce aversion behaviour.** (A) Arsenic quantification in nematodes that have been exposed to different concentration of arsenite. (α) Summary of all concentrations, (β) exposure to 100 nM arsenite exclusively depicted. (B) Food uptake following exposure to arsenite for different time periods (blue: control wild-type worms, red: wild-type worms exposed to 100 nM arsenite). (C) Toxin-mediated aversion appearance for (α) solvent control, (β) 100 nM arsenite and (γ) 1 mM paraquat exposed animals. (D) Toxin-mediated aversion data for 3 independent experiments.

**Suppl. Fig. 3**

**(A)**

**(B)**

**Suppl. Fig. 3: Like N2 nematodes exposed to low-dose arsenite, *mev-1* mutants display increased ROS formation but to a considerably larger extent.** (A) Mitochondrial ROS formation following exposure to arsenite for different time periods (blue: control wild-type worms, red: wild-type worms exposed to 100 nM arsenite, grey: *C. elegans* *mev-1(kn1)* mutant, known to produce high levels of ROS, positive control). (B) Formation of hydrogen peroxide in nematode media following exposure to arsenite for different time periods (blue: control wild-type worms, red: wild-type worms exposed to 100 nM arsenite, grey: *C. elegans* *mev-1(kn-1)* mutant).

**Suppl. Fig. 4**

**(A)**

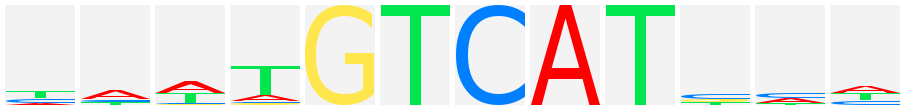

**(B)**

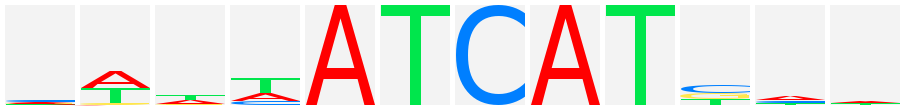

**(C)**

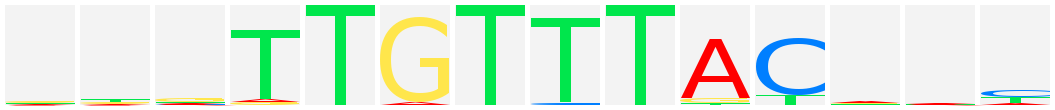

**(D)**

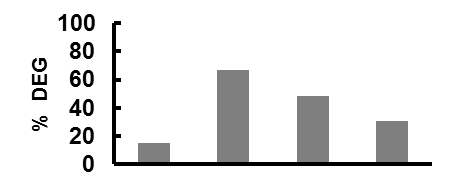

**neither SKN-1**

**nor DAF-16**

**SKN-1**

**DAF-16**

**both**

**Suppl. Fig. 4: *In silico* promoter analyses of differentially expressed genes.** (A and B) Depict the consensus sequences for the transcription factor SKN-1 and (C) DAF-16our promoter analyses are based on and as previously published. (D)Results of *in silico* analyses of promoter consensus sequences for SKN-1, DAF-16, or both, in relative terms.

**Supporting experimental procedures**

***C. elegans* experiments / Thermotolerance:** The thermotolerance assay was performed as previously described . Briefly, the assay is based on a semi-automated determination of survival of worms exposed to lethal thermal stress (37°C) using SYTOX® Green (Invitrogen, Carlsbad, CA, USA) and a single worm fluorescence progression determination. Under normal conditions, SYTOX® Green is non-permeable to cell membranes. However, upon impairment of cell membranes, the dye can enter the cell and binds subsequently to the DNA. This causes a detectable change in fluorescence emission, that can be used as a marker for cellular damages and consequently for the vitality of the worms . For experiments, nematodes were treated with the respective compound for 6 days starting at L4 stage on NGM agar containing the compound and spotted with heat-inactivated bacteria. To avoid mixing of the population, worms were washed and transferred to fresh plates every day, whereas adult worms were separated from larvae and eggs by removing the supernatant several times after gravity-based separation. Thereafter, worms were harvested, washed and distributed individually to a 384-well plate (single worm per well). SYTOX® Green solved in S-Medium (1 µM final concentration) and OP50 (~107/ml) were added to a final volume of 20 µl. Fluorescence intensity was measured every 15 minute using a Fluorometer (FLUOstar Optima, BMG, Offenburg, Germany; Ex: 485 nm, Em: 520 nm). Worms were defined as dead when the individual fluorescence of the corresponding worm exceeds a definite cut off value, which was calculated by multiplying the average fluorescence of the first four measurements by a factor of three.

***C. elegans* experiments / Extraction of total RNA:**RNA isolation was performed using a commercially available kit (Qiagen, Hilden, Germany, Rneasy Mini Kit) based on the phenol-chloroform extraction method according to the manufacturer’s instructions.

***C. elegans* experiments / Bioinformatical analysis of RNA expression data:** Raw counts for the transcripts were analyzed using the R Statistical Computing Environment and the Bioconductor package EdgeR . EdgeR provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting p-values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate (FDR) . Transcripts with an adjusted p-value smaller 0.05 were assigned as differentially expressed.

***C. elegans* experiments / Promoter analyses:** The search for SKN-1 and DAF-16 transcription factor binding sites (TFBS) was done within the proximal promoter region of all identified differential expressed genes 1.5 kb upstream of each predicted start codon. Therefore, a FASTA file containing all promoter regions of the corresponding differential expressed genes was created using WormMart . Next, the remaining sequence file was scanned for one or more matches to the position-specific scoring matrix (PSSM) of SKN-1 and DAF-16 using the matrix scan function of the pattern-matching program RSAT (regulatory sequence analysis tools) . The PSSM contains the nucleotide frequency at each position within the binding sites and were obtained for the database Transfac and experimentally verified as described . The threshold p-value, which indicates the risk of false positive predictions, was set to 0.0005.

***C. elegans* experiments / Arsenic quantification:** To quantify the amount of arsenic in worms we used dynamic reaction cell inductively coupled plasma mass spectrometry (ICP-DRC-MS) as previously described . Therefore, a high worm amount was collected subsequently to a 48h incubation period using different concentrations of arsenite. Worms were harvested and carefully washed several times to remove any arsenite containing bacteria and to allow excretion of the remaining intestinal content. After centrifugation, the whole supernatant was removed and the residual pellet was flash frozen in liquid nitrogen. The frozen material was weighed into a quartz digestion vessels and lysis solution was added (5 ml nitric acid and 2 ml hydrogen peroxide). Samples were incubated for 10 min and replaced into a microwave (5 min 100 W, 15 min 800 W). The homogenous solution was then transferred into 15 ml tubes, filled up to 15 ml total volume and measured using ICP-DRC-MS.

***C. elegans* experiments / Food uptake quantification:** To analyse the total amount of incorporated food, i.e. OP50 *E. coli*, nematodes were pretreated under standard conditions in the presence and absence of 100nM arsenite. Next, worms were transferred to assay plates that were spotted with a defined volume of heat inactivated OP50. Worms were allowed to consume bacteria for 6 hrs. Afterwards, the remaining bacteria and worms were thoroughly removed and transferred in a reaction tube. Worms were spun down at low speed and an aliquot of the supernatant was removed for a subsequent optical density (OD) determination using a microplate reader (FLUOstar Optima, BMG Labtech, Offenburg, Germany, at λ=600nm). An empty reference plate, i.e. w/o worms but with the same amount of bacteria, was equally handled. Δ OD was calculated by subtracting the OD of a worm plate by the OD value derived from the reference plate. The remaining worms were used for protein determination in order to normalize the OD 600 values.

***C. elegans* experiments / Toxin stimulated microbial aversions behaviour:** To analyse a potential influence of arsenite on microbial preference, we scored for aversion as described previously . The final concentration referred to the whole agar volume was 100 nM for arsenite and 1 mM for paraquat. Aversion was monitored every second hour (up to 8 hours in total).

**References to supporting experimental procedures**

Benjamini Y , Hochberg Y (1995). Controlling the false discovery rate: A practical and powerful approach to multiple testing. *J R Statist Soc B*. **57**, 289-300.

Blackwell TK, Bowerman B, Priess JR , Weintraub H (1994). Formation of a monomeric DNA binding domain by Skn-1 bZIP and homeodomain elements. *Science*. **266**, 621-628.

Furuyama T, Nakazawa T, Nakano I , Mori N (2000). Identification of the differential distribution patterns of mRNAs and consensus binding sequences for mouse DAF-16 homologues. *Biochem J*. **349**, 629-634.

Gill MS, Olsen A, Sampayo JN , Lithgow GJ (2003). An automated high-throughput assay for survival of the nematode Caenorhabditis elegans. *Free Radic Biol Med*. **35**, 558-565.

Kampkotter A, Gombitang Nkwonkam C, Zurawski RF, Timpel C, Chovolou Y, Watjen W , Kahl R (2007). Effects of the flavonoids kaempferol and fisetin on thermotolerance, oxidative stress and FoxO transcription factor DAF-16 in the model organism Caenorhabditis elegans. *Arch Toxicol*. **81**, 849-858.

Melo JA , Ruvkun G (2012). Inactivation of Conserved C. elegans Genes Engages Pathogen- and Xenobiotic-Associated Defenses. *Cell*. **149**, 452-466.

Pick D, Leiterer M , Einax JW (2010). Reduction of polyatomic interferences in biological material using dynamic reaction cell ICP-MS. *Microchem J*. **95**, 315-319.

Robinson MD, McCarthy DJ , Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*. **26**, 139-140.

Schwarz EM, Antoshechkin I, Bastiani C, Bieri T, Blasiar D, Canaran P, Chan J, Chen N, Chen WJ, Davis P, Fiedler TJ, Girard L, Harris TW, Kenny EE, Kishore R, Lawson D, Lee R, Muller HM, Nakamura C, Ozersky P, Petcherski A, Rogers A, Spooner W, Tuli MA, Van Auken K, Wang D, Durbin R, Spieth J, Stein LD , Sternberg PW (2006). WormBase: better software, richer content. *Nucleic Acids Res*. **34**, D475-478.

R Development Core Team (2008). *R: A language and environment for statistical computing*. Vienna.

Turatsinze JV, Thomas-Chollier M, Defrance M , van Helden J (2008). Using RSAT to scan genome sequences for transcription factor binding sites and cis-regulatory modules. *Nat Protoc*. **3**, 1578-1588.

Wingender E (2008). The TRANSFAC project as an example of framework technology that supports the analysis of genomic regulation. *Brief Bioinform*. **9**, 326-332.

**Suppl. Table 1: Differentially expressed RNAs after 48 hours of exposure to arsenite**

**Suppl. Table 2: Functional classification of upregulated DEGs (FunCat)**

| **FunCat ID** | **Category** | **Hits** | **P-Value** |
| --- | --- | --- | --- |
| 16.03.03 | RNA binding | 14 | 0.000000 |
| 12.01.01 | ribosomal proteins | 11 | 0.000000 |
| 12.01 | ribosome biogenesis | 11 | 0.000005 |
| 01 | metabolism | 4 | 0.000015 |
| 77 | organ localization | 3 | 0.000603 |
| 77.03 | animal organ | 3 | 0.000603 |
| 10 | cell cycle and dna processing | 1 | 0.000727 |
| 18.02 | regulation of protein activity | 1 | 0.000728 |
| 36 | systemic interaction with the environment | 5 | 0.003068 |
| 18.02.01 | enzymatic activity regulation / enzyme regulator | 1 | 0.005647 |
| 32 | cell rescue, defense and virulence | 2 | 0.005713 |
| 30 | cellular communication/signal transduction mechanism | 9 | 0.006923 |
| 18 | regulation of metabolism and protein function | 3 | 0.007960 |
| 01.05 | C-compound and carbohydrate metabolism | 1 | 0.009235 |
| 12 | protein synthesis | 12 | 0.010946 |
| 16.19 | nucleotide/nucleoside/nucleobase binding | 3 | 0.019488 |
| 41 | development (systemic) | 10 | 0.019691 |
| 77.03.01 | nervous system | 2 | 0.022366 |
| 47 | organ differentiation | 1 | 0.022415 |
| 77.03.15 | reproductive apparatus | 1 | 0.022420 |
| 47.03 | animal organ | 1 | 0.022441 |
| 11.04.03.01.10 | regulation of splicing | 3 | 0.023530 |
| 36.25 | animal specific systemic sensing and response | 4 | 0.024538 |
| 30.05 | transmembrane signal transduction | 7 | 0.025171 |
| 41.05 | animal development | 8 | 0.026141 |
| 40.02 |  | 8 | 0.026337 |
| 40 | cell fate | 11 | 0.030278 |
| 77.03.01.01 | central nervous system | 2 | 0.033586 |
| 01.04 | phosphate metabolism | 1 | 0.034636 |
| 30.01.05 | enzyme mediated signal transduction | 1 | 0.035667 |
| 12.04 | translation | 9 | 0.036059 |
| 70.02 | eukaryotic plasma membrane / membrane attached | 5 | 0.043128 |
| 40.01 | cell growth / morphogenesis | 3 | 0.044270 |
|  |  |  |  |

**Suppl. Table 3:** Functional classification of upregulated DEGs (GO Term: Biological Process)

| **Term** | **Hits** | **P-Value** |
| --- | --- | --- |
| GO:0006412~translation | 12 | 0.000000 |
| GO:0007218~neuropeptide signaling pathway | 6 | 0.000003 |
| GO:0010467~gene expression | 16 | 0.000004 |
| GO:0034645~cellular macromolecule biosynthetic process | 14 | 0.000058 |
| GO:0009620~response to fungus | 3 | 0.000059 |
| GO:0031640~killing of cells of another organism | 3 | 0.000059 |
| GO:0050832~defense response to fungus | 3 | 0.000059 |
| GO:0009059~macromolecule biosynthetic process | 14 | 0.000060 |
| GO:0001906~cell killing | 3 | 0.000118 |
| GO:0051707~response to other organism | 3 | 0.000410 |
| GO:0044249~cellular biosynthetic process | 15 | 0.000466 |
| GO:0009058~biosynthetic process | 15 | 0.000789 |
| GO:0040007~growth | 15 | 0.001682 |
| GO:0009792~embryonic development ending in birth or egg hatching | 22 | 0.001857 |
| GO:0009790~embryonic development | 22 | 0.002373 |
| GO:0007275~multicellular organismal development | 26 | 0.002903 |
| GO:0040008~regulation of growth | 18 | 0.003013 |
| GO:0009607~response to biotic stimulus | 3 | 0.003572 |
| GO:0044267~cellular protein metabolic process | 13 | 0.004013 |
| GO:0048518~positive regulation of biological process | 18 | 0.004864 |
| GO:0032502~developmental process | 26 | 0.005160 |
| GO:0019538~protein metabolic process | 15 | 0.005238 |
| GO:0045927~positive regulation of growth | 17 | 0.005770 |
| GO:0051704~multi-organism process | 3 | 0.007948 |
| GO:0044260~cellular macromolecule metabolic process | 17 | 0.008106 |
| GO:0032501~multicellular organismal process | 27 | 0.008663 |
| GO:0043170~macromolecule metabolic process | 19 | 0.009253 |
| GO:0007186~G-protein coupled receptor protein signaling pathway | 6 | 0.013069 |
| GO:0040010~positive regulation of growth rate | 15 | 0.014592 |
| GO:0040009~regulation of growth rate | 15 | 0.014665 |
| GO:0002119~nematode larval development | 15 | 0.017480 |
| GO:0002164~larval development | 15 | 0.017564 |
| GO:0048519~negative regulation of biological process | 6 | 0.018910 |
| GO:0009791~post-embryonic development | 15 | 0.019129 |
| GO:0000003~reproduction | 16 | 0.020591 |
| GO:0051239~regulation of multicellular organismal process | 8 | 0.021683 |
| GO:0042742~defense response to bacterium | 2 | 0.026741 |
| GO:0009617~response to bacterium | 2 | 0.026741 |
| GO:0007166~cell surface receptor linked signal transduction | 6 | 0.030428 |
| GO:0040014~regulation of multicellular organism growth | 6 | 0.037239 |
| GO:0006952~defense response | 3 | 0.038405 |
|  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

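Gene expression was measured by RNA deep sequencing in 4 libraries of C. elegans, control replicates 1 and 2 (0 nM) and arsenite replicates 1 and 2 (100 nM, 48 h). The authors prepared the libraries with an unstranded mRNA kit, mapped the reads with Bowtie against the genome and a database of exon junctions, kept uniquely mapped reads and assigned them with the RefSeq annotation. The submitters' processing notes also name CASAVA and the build WBcel235, and versions are not given in the sources used here. The authors deposited, for transcripts and for genes, whole-number read counts that are not normalized and RPKM values, which scale the reads by transcript length and sequencing depth. The count of every gene, 19912 of 19912, equals the sum over its transcripts, and 2588 genes have several transcripts. RPKM values were used only to derive the number of reads behind them and the transcript lengths. No row lacks a gene name, and 19289 genes (96.9%) matched a single RefSeq gene, from which coordinates on WBcel235 were taken. Exon overlaps come from the Ensembl annotation of that build.

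Gene counts were tested with edgeR 4.0.16 (R 4.3.3): filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), TMM, estimateDisp, glmQLFit with a prior count of 0.125 and glmQLFTest, with condition as the only term and Benjamini-Hochberg adjustment at 0.05. The TMM factors were 1.035, 0.9926, 0.9993 and 0.9739 for control replicates 1 and 2 and arsenite replicates 1 and 2, the biological coefficient of variation was 6.06%, and Pearson's r of log2 CPM between libraries, across genes that are not independent replicates, ran from 0.995 to 0.997. Normalized counts are counts divided by the TMM-scaled library size, times the mean of these sizes. Log2 ratios per library take the mean of both controls as reference, with a pseudocount of 1. Standard errors are the log2 fold change over the square root of the test's F value, and 95% intervals use the test's degrees of freedom. The reads per library, 30583832 to 35218389, limit the precision for genes of low counts.

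The same scripts were tested on simulated counts with the means, dispersions and sizes of these libraries, 2 against 2, in which 200 genes were changed. Over the 13659 genes in that test the quasi-likelihood test recovered 54 of 66 genes changed by 1.5-fold, 54 of 66 changed by 2-fold and 62 of 64 changed by 3-fold, and called 15 unchanged genes. The simulated counts held no effect of transcript length and no deviating library. The exact test recovered the same numbers there, while in the real libraries it called 139 genes and the quasi-likelihood test 0. These shares therefore check the scripts and do not give the power of the quasi-likelihood test in the real libraries.

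Gene lists, 35 in all, were fixed before the data were examined, with Table S1 already read. They are cytosolic and mitochondrial ribosomal proteins, the nuclear respiratory chain, mitochondrial protein import, mitochondrially encoded genes, the mitochondrial unfolded protein response, antimicrobial nlp peptides, caenacins, other neuropeptides, insulin-like peptides, lysozymes with lectins and saposins, Sm proteins, SKN-1 targets, DAF-16 targets, ROS defence, glutathione S-transferases, metal and arsenic handling, heat shock, cuticle collagens, cuticlins and moulting, pharyngeal cuticle genes (abu and pqn), major sperm proteins, vitellogenins, markers of embryo, germline, intestine, body wall muscle, pharynx and neurons, adult epidermis, histones, reference genes and the 3 groups of Fig. 4A. Lists were tested with limma 3.58.1 (camera on voom values with a preset correlation of 0.01, adjusted over 34 lists), with an estimated correlation and with fry as alternatives. No list passed with an estimated correlation or with fry. With 4 libraries both leave few degrees of freedom. Even the 3 groups of Fig. 4A, chosen on these samples, each had an adjusted p of 0.303 with an estimated correlation and 0.415 by fry. Not passing is thus no evidence against a list, while the preset correlation is an assumption.

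The alternatives set beforehand were edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, RLE size factors, library size only, other filters on low counts, robust dispersion, the replicate number as a block, a loess correction for transcript length (span 0.5) alone and with the block, the transcript table, and each library left out in turn. Those added later are named as such with their results. DESeq2 gave some genes of low counts no adjusted p, and its counts take these as not passing. Genes named in the text follow a rule fixed before the data were examined: every gene of Fig. 4A, skn-1, daf-16, the catalases and superoxide dismutases, up to 10 genes in each direction past the threshold (the quasi-likelihood test gave none), and up to 4 genes per list with the smallest p. Of the genes this rule gives, the text carries a subset, and 36 of them were followed, besides skn-1, daf-16, mtl-2 and tin-9.1, through the settings that gave them an adjusted p. This subset was chosen after their values were seen, and the values of Table S1 had been seen before the rule was written. Promoter motifs were not analysed here.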

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

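Chosen only after the result was seen were the tests of a single arsenite library for short genes and for neuron and pharynx markers, of moulting larvae, and of a germline share and transcript length for neuron and pharynx markers. The neuron and pharynx pattern was itself picked from 34 tested lists after their values were seen. To argue against a single library, its rule asks for an interval wholly above 0.67. This rule was loosened after the values were seen and then put back to its first form, which is used here.

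Genes under 400 nt outside Table S1, 474 of them, had a median log2 fold change of 0.13, with 0.063 in arsenite replicate 1 and 0.19 in arsenite replicate 2, against -0.0044 for genes of 1000 to 2000 nt, so that short transcripts outside the paper's list moved with those in it. The difference of these medians was 0.139 (95% bootstrap interval 0.0971 to 0.168 across genes). It lies above 0.05, below which length-dependent recovery would be excluded, but does not reach the 0.15 set beforehand. Leaving out Table S1, drawn up on these samples, lowers this difference, so missing 0.15 decides little. Over all tested genes the medians were 0.329 up to 200 nt, 0.244 from 200 to 300 nt and 0.16 from 300 to 400 nt. For 1000 to 2000 nt the median was -0.00587. Length also went with the difference of arsenite replicate 2 from arsenite replicate 1 (Spearman's rho -0.136), which share the treatment. This test cannot tell recovery by length from an effect of arsenite on short genes. The median log2 ratio of the higher genes of Table S1 was 0.439 in arsenite replicate 1 and 1.2 in arsenite replicate 2. The first is 0.366 of the second (interval 0.306 to 0.441), neither under 0.33 by more than its spread nor above 0.67. Arsenite replicate 2 lay above arsenite replicate 1 in 79 of these 84 genes, so arsenite replicate 2 carried the larger part of the pattern. Both arsenite libraries lay above both controls in 79 of the 84. The interval runs across genes and holds no spread between libraries, so a single library as the cause stays open. Ribosomal protein genes over 400 nt exceeded other genes of 400 to 1200 nt by 0.0727 (interval 0.0546 to 0.0914), between the bounds of 0.05 and 0.15 set beforehand, which decides nothing for an action on ribosomal protein genes as a class. A response of the worms to arsenite stays open and was not tested apart from these.

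Cuticle collagens and genes of cuticlins and moulting had median log2 fold changes of -0.183 and -0.151, and the abu and pqn list -0.00458 (-0.0436 with library size only). Against transcript length as the whole cause, the collagens kept 94.2% of their median after the length correction, at -0.172 (interval -0.336 to -0.0957). The median of the abu and pqn list (interval -0.185 to 0.0329), the highest of the 3, does not reach the level below -0.1 that fewer moulting larvae in the arsenite cultures would give, yet the cuticlin list does not lie above -0.05 either, so this explanation stays open. For the collagen and cuticlin lists together both arsenite libraries lay lower, with medians of -0.152 and -0.191, and the smaller reached 0.794 of the larger (interval 0.609 to 0.972). This interval lies above 0.33 but not wholly above 0.67, so an unequal part of both libraries stays open, as does an untested response to arsenite.

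Neuron markers and pharynx markers each had a median log2 fold change of -0.249, with adjusted p of 1.45e-12 and 3.5e-07 by camera with a preset correlation and 0.303 for both with an estimated correlation. A larger share of germline RNA as the whole cause was taken to lower all somatic markers alike. The medians of neuron, pharynx, body wall muscle, intestine and adult epidermis markers were -0.249, -0.249, -0.105, -0.0346 and -0.0438. The highest and the lowest of these 5 lists, intestine and neuron markers, differed by 0.215 (interval 0.161 to 0.377 for highest minus lowest). Such a range cannot fall below 0 and widens with short lists, so it argues only weakly against this share as the whole cause. Germline markers lay above 0 in 27 of 29 genes, so such a share as a part of the cause stays open. After the length correction the median was -0.241 (96.6% kept; interval -0.318 to -0.206), which argues against length as the whole cause. Both arsenite libraries lay lower, with medians of -0.234 and -0.309 in arsenite replicates 1 and 2, and the smaller reached 0.756 of the larger (interval 0.51 to 0.987). The interval lies above 0.33, under which one library would be the cause, but not wholly above 0.67, so an unequal part of both libraries stays open, as does an untested response to arsenite.

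Other lists outside the groups of Fig. 4A passed camera with the preset correlation. The 6 tested caenacins, of a median length of 323.5 nt, had a median of 0.516 (adjusted p = 1.29e-05, and 0.303 with an estimated correlation), with 0.298 in arsenite replicate 1, 0.686 in arsenite replicate 2 and 0.383 after the length correction. The 6 vitellogenins had a median of 0.147 (adjusted p = 0.000457, and 0.493 with an estimated correlation), with 0.0537 in arsenite replicate 1 and 0.216 in arsenite replicate 2. Germline markers had a median of 0.0826, and 0.0455 with library size only (adjusted p = 5.1e-06, and 0.496 with an estimated correlation), with 0.0589 and 0.103 in arsenite replicates 1 and 2. Body wall muscle markers had a median of -0.105 (adjusted p = 2.11e-05, and 0.303 with an estimated correlation), with -0.0849 and -0.131 in these libraries.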

How the results depend on the processing

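Chosen only after the result was seen were the exact test with a library left out, the exact test on transcripts and on the highest transcript count, the likelihood ratio test with length correction, the comparisons of length within and between single libraries, and 16 settings of the exact test tried after the counts of Table S1 had been compared. Counts below are genes higher, genes lower and Table S1 genes that pass in the direction of that table, against 0, 0 and 0 by the quasi-likelihood test. The cause of the differences was not tested. These were 54, 85 and 128 by the exact test, 58, 99 and 143 by the likelihood ratio test, 9, 17 and 25 by DESeq2 and 35, 44 and 78 without a filter on low counts, and 0, 0 and 0 with RLE factors, library size only, a mean of at least 1 CPM, robust dispersion, length correction, the transcript table and the highest transcript count, all by the quasi-likelihood test. The replicate block, that is the replicate number as a term, gave 30, 50 and 72, and the length correction with the replicate block 1, 1 and 2. Deviations of same-numbered libraries correlated at 0.055 across genes, which cannot exclude a replicate effect shared by both treatments. Replicate 1 against replicate 2 gave 826 genes at an unadjusted p under 0.05 by the quasi-likelihood test. Control 1 and arsenite 2 against the other libraries gave 252. The main model has no replicate term, so its 0 calls leave any such pairing out. Leaving out 1 library in the quasi-likelihood test gave 1 to 121 higher, 1 to 72 lower and 2 to 125 Table S1 genes. The lone sample is assumed to vary like the other group.

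In the exact test the counts were 130, 82 and 110 without control 1, 112, 146 and 90 without control 2, 102, 60 and 127 without arsenite 1 and 4, 7 and 8 without arsenite 2. They were 61, 86 and 135 on the transcript table, 64, 76 and 129 there without a filter, 56, 82 and 130 on the highest transcript count, and 23, 83 and 99 in the likelihood ratio test with length correction. The 16 later settings gave 107, 153 and 213 for the gene table with 1 common dispersion, 105, 131 and 198 for the gene table with 1 common dispersion, no filter, 85, 194 and 235 for the gene table with 1 common dispersion, library size only, 85, 168 and 224 for the gene table with 1 common dispersion, library size only, no filter, 59, 85 and 134 for the gene table with tagwise dispersion, 55, 81 and 126 for the gene table with tagwise dispersion, no filter, 46, 99 and 135 for the gene table with tagwise dispersion, library size only, 37, 88 and 118 for the gene table with tagwise dispersion, library size only, no filter, 115, 140 and 219 for the transcript table with 1 common dispersion, 113, 119 and 200 for the transcript table with 1 common dispersion, no filter, 90, 171 and 236 for the transcript table with 1 common dispersion, library size only, 86, 157 and 235 for the transcript table with 1 common dispersion, library size only, no filter, 63, 83 and 135 for the transcript table with tagwise dispersion, 61, 79 and 129 for the transcript table with tagwise dispersion, no filter, 51, 98 and 141 for the transcript table with tagwise dispersion, library size only and 43, 87 and 125 for the transcript table with tagwise dispersion, library size only, no filter. Tagwise settings have a prior df of 10.

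Of the single genes, daf-16 went from -0.04 to 0.00413 without control replicate 2 (-0.086 without control replicate 1) in the quasi-likelihood and exact tests. The gene sod-1 went from 0.07 to -0.0334 without control replicate 1 (0.183 without control replicate 2) in both. None of these passed a threshold. The genes ctl-2, ctl-3, sod-2 and sod-4, which are not among the 36 below, also changed sign with 1 library left out. For ctl-3 the change was from 0.024 to -0.221 without arsenite replicate 2. The genes mtl-2 and tin-9.1 passed only without arsenite replicate 1, at 0.938 and 0.764 in both tests, and with 1 common dispersion, at 0.614 and 0.502 on the gene table, 0.571 and 0.46 there with library size only, 0.62 and 0.526 (0.527 unfiltered) on the transcript table and 0.571 and 0.479 there with library size only. Without arsenite replicate 2 they were 0.19 and 0.175. Over 36 other named genes, in the settings that gave them an adjusted p, 727 values kept direction and side of the threshold, 744 kept direction and passed it newly, and 2, both of sod-1, reversed.

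After the length correction the respiratory chain list (adjusted p = 0.387 by camera) and the abu and pqn list (0.0577) were no longer called. Other neuropeptides were then called lower (0.0111). Without that correction camera called 12 lists higher and 6 lower. With an estimated correlation and with fry both counts were 0, and without 1 library they ran from 7 to 14 higher and 5 to 7 lower, the 7 lists higher being without control replicate 1. Spearman's rho of length with log2 fold change, across genes, was -0.146. It was -0.241 at a mean of at least 10 CPM, -0.103 and -0.119 for the same-numbered differences, -0.175 to -0.0738 with a library left out, -0.0742 and -0.175 for arsenite 1 and 2 against both controls, and between libraries of the same treatment 0.0593 for control 1 against control 2 and -0.136 for arsenite 2 against arsenite 1. The last is close in size to the value for the treatment, with the same sign. Depth limits genes of few counts, and the promoter motif alternatives were not run, since no genome sequence was used here.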

Differences from the paper's values

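Chosen only after the values were seen were the 16 later settings of the exact test named here. The paper's Table S1 lists 85 genes higher with arsenite, and the quasi-likelihood test called 0 at the same adjusted p threshold of 0.05. Only totals are compared here, and most genes called higher without control replicate 1 lie outside Table S1. Of the alternatives set before the data were examined, the likelihood ratio test (58) comes within 1.5 times of the paper's 85. The fits without control replicate 1 or without arsenite replicate 1 come within it too. The exact test (54), DESeq2 (9), no filter on low counts (35), the replicate block (30), length correction with the block (1), leaving out control replicate 2 (1) or arsenite replicate 2 (6) do not, nor do RLE factors, library size only, a mean of at least 1 CPM, robust dispersion, length correction and the transcript table, each with 0.

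The paper's Table S1 lists 159 genes lower with arsenite, and the quasi-likelihood test called 0. None of the alternatives set before the data were examined comes within 1.5 times of the paper's 159; the highest were the likelihood ratio test with 99 and the exact test with 85.

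The supplement names edgeR and a negative binomial model and states that transcripts were tested, while Table S1 lists genes and the gene table was used for the counts above. Its text does not name the test, filter or normalization. On the transcript table the quasi-likelihood test called 0 genes higher and 0 lower, and the exact test, added after the values were seen, 61 and 86. After the counts of Table S1 had been compared, 16 settings of the exact test were tried. They are an exploration, and whether any of them is the paper's method is not known. They called 37 to 115 genes higher and 79 to 194 lower, and passed 118 to 236 of the Table S1 genes with a single locus. The 8 settings with 1 common dispersion all come within 1.5 times of both of the paper's counts. The nearest to both counts, picked from the 16 after seeing the values, was the transcript table with 1 common dispersion, library size only and no filter, with 86 higher and 157 lower; it drops 2 of 237 Table S1 genes. Library size only on the gene table with 1 common dispersion also reached 85 higher, with 194 lower and 2 dropped.

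For clp-1, a calpain protease, the paper's log2 fold change is 0.75, and the gene table gives 0.073. With the transcript table, set before the data were examined, the value is 0.75, from a transcript of 342 nt with counts of 169 and 154 in control and 271 and 279 in arsenite libraries. None of the other alternatives set before the data were examined comes within 1 standard error of the paper's value. The other 235 of 236 genes compared lie within 1 standard error of the paper's log2 fold changes, all 236 with the same sign. The gene F59B2.12, with a log2 fold change of 4.09 in the paper, was not tested because it failed the filter, with counts of 3, 0, 44 and 3 in control replicates 1 and 2 and arsenite replicates 1 and 2.

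The paper groups mtl-2 and tin-9.1 among upregulated genes. Their log2 fold changes here are 0.61 and 0.50, with adjusted p of 0.433 and 0.487 by the quasi-likelihood test and 0.119 and 0.203 by the exact test, and they pass by the quasi-likelihood and exact tests without arsenite replicate 1 and in the 8 later settings with 1 common dispersion.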

Other observations

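The genes outside Table S1 singled out here were chosen after their values were seen. Markers of neurons, pharynx and body wall muscle leaned lower and those of the germline higher, with log2 fold changes above 0 in 4 of 37, 1 of 12, 2 of 20 and 27 of 29 genes. None of these lists passed camera with an estimated correlation (adjusted p = 0.303, 0.303, 0.303 and 0.496), which has few degrees of freedom with 4 libraries. Of 37 neuron markers, 4 fell by the exact test over all genes tested, among them mec-2, a channel subunit of touch neurons, with a log2 fold change of -0.60 (standard error 0.10, adjusted p = 0.000281 from edgeR's exact test), and unc-25, which makes the transmitter GABA, with -0.39 (standard error 0.096, adjusted p = 0.0321 from the exact test), which was -0.26 without arsenite replicate 2. The quasi-likelihood test passed 0 over all genes tested, 14 at an unadjusted p under 0.05 and 11 adjusted over the list alone, the likelihood ratio test 4 and DESeq2 1. Of 12 pharynx markers, let-75 and myo-2 fell by the exact test, the pharyngeal myosin myo-2 with -0.33 (standard error 0.06, adjusted p = 0.00281 from that test). The quasi-likelihood test passed 0 over all genes tested, 6 at an unadjusted p under 0.05 and 6 adjusted over the list alone, the likelihood ratio test 2 and DESeq2 1. The exact test passed 3, 8, 2 and 0 neuron markers and 2, 3, 0 and 0 pharynx markers lower without control replicate 1, control replicate 2, arsenite replicate 1 and arsenite replicate 2.

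Genes of yolk and germline were not called one by one. Of 6 vitellogenins, 29 germline markers and 20 body wall muscle markers, 0 passed the quasi-likelihood test, the exact test, the likelihood ratio test or DESeq2 over all genes tested, with 1, 1 and 2 at an unadjusted p under 0.05. Adjusted over the list alone the quasi-likelihood test passed 0, 0 and 1, a muscle gene that was lower. Without control replicate 2 the exact test passed 1 vitellogenin and 4 germline markers higher and 3 muscle markers lower, and 0 with any other library left out. Of 6 caenacins, antimicrobial peptides of the epidermis, 0 passed these tests over all genes tested, with 5 higher at an unadjusted p under 0.05 and 4 adjusted over the list alone. The exact test passed 2 caenacins without control replicate 1 and 2 without arsenite replicate 1, and 0 without control replicate 2 or arsenite replicate 2.

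Of the remaining lists, none passed camera with the preset correlation, with an adjusted p of 0.59 for 75 other neuropeptides, 0.0589 for 19 insulin-like peptides, 0.653 for 140 lysozymes, lectins and saposins, 0.781 for 20 major sperm proteins, 0.563 for 20 embryo markers, 0.675 for 15 intestine markers, 0.59 for 11 genes of the adult epidermis, 0.0574 for 18 histones and 0.984 for 11 reference genes. After the length correction the other neuropeptides passed camera as lower (adjusted p = 0.0111). Over all genes tested the exact test passed 1 other neuropeptide higher, 2 saposins higher and 1 lectin lower, 1 gene of the adult epidermis higher, and 0 in the other lists. The quasi-likelihood test passed 0 in each, and the likelihood ratio test the same numbers as the exact test, DESeq2 0. At an unadjusted p under 0.05 the quasi-likelihood test passed 3, 2, 14, 0, 0, 2, 4, 1 and 0 in the order above. Adjusted over the list alone it passed 1 gene higher and 1 lower of the adult epidermis. Without control replicate 1 the exact test passed 2 genes of the adult epidermis higher, and 1 gene of the lysozyme, lectin and saposin list and 1 intestine marker lower. Without control replicate 2 it passed 1 other neuropeptide, 3 of the lysozyme list, 1 intestine marker and 1 gene of the adult epidermis higher. Leaving out arsenite replicate 1, it passed 1 insulin-like peptide, 1 of the lysozyme list, 1 intestine marker and 1 gene of the adult epidermis higher, and leaving out arsenite replicate 2 none. For ROS defence, major sperm proteins and reference genes the median log2 fold change and the direction of camera differ in sign. Genes of the mitochondrial genome are not among the genes of the tables used here.

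The exact test called 10 genes outside Table S1. Higher were dct-16, spp-3, F53E10.6, nlp-36 and the ribosomal protein gene rps-25, and lower were lec-3, clh-2, C32C4.1, let-75 and F08G5.3. With a correction for transcript length the likelihood ratio test passed 0 of the 5 higher and 4 of the 5 lower genes. Without arsenite replicate 2 the exact test passed 0 and 0 of them, without arsenite replicate 1 it passed 1 and 0, without control replicate 1 it passed 2 and 2, and without control replicate 2 it passed 4 and 4. Of the 3 ways to split the 4 libraries into pairs, too few for a share under 0.05, the real one gave 139 calls by the exact test and the highest of the others 2. The quasi-likelihood test gave 0 in each, with 993, 826 and 252 at an unadjusted p under 0.05.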
